# Penetrating Ballistic Brain Injury Produces Acute Alterations in Sleep and Circadian-Related Genes in the Rodent Cortex: A Preliminary Study

**DOI:** 10.3389/fneur.2021.745330

**Published:** 2021-10-21

**Authors:** Andrea Mountney, Jennifer Blaze, Zhaoyu Wang, Michelle Umali, William Jesse Flerlage, Jacqueline Dougherty, Yongchao Ge, Deborah Shear, Fatemeh Haghighi

**Keywords:** traumatic brain injury, circadian, sleep, prefrontal cortex, gene expression

## Abstract

Traumatic brain injury (TBI) affects millions of Americans each year, with extremely high prevalence in the Veteran community, and sleep disturbance is one of the most commonly reported symptoms. Reduction in the quality and amount of sleep can negatively impact recovery and result in a wide range of behavioral and physiological symptoms, such as impaired cognition, mood and anxiety disorders, and cardiovascular effects. Thus, to improve long-term patient outcomes and develop novel treatments, it is essential to understand the molecular mechanisms involved in sleep disturbance following TBI. In this effort, we performed transcriptional profiling in an established rodent model of penetrating ballistic brain injury (PBBI) in conjunction with continuous sleep/wake EEG/EMG recording of the first 24 h after injury. Rats subjected to PBBI showed profound differences in sleep architecture. Injured animals spent significantly more time in slow wave sleep and less time in REM sleep compared to sham control animals. To identify PBBI-related transcriptional differences, we then performed transcriptome-wide gene expression profiling at 24 h post-injury, which identified a vast array of immune- related genes differentially expressed in the injured cortex as well as sleep-related genes. Further, transcriptional changes associated with total time spent in various sleep stages were identified. Such molecular changes may underlie the pathology and symptoms that emerge following TBI, including neurodegeneration, sleep disturbance, and mood disorders.

## Introduction

The Centers for Disease Control and Prevention estimated in 2010 that 2.5 million emergency department visits were related to traumatic brain injuries (1). TBIs of varying severity can result from numerous causes such as motor vehicle accidents, sports related blows to the head, closed-head injury, penetrating ballistic injury, and exposure to an explosive blast (2). In the US Armed Forces, TBI remains prevalent, with over 430,000 members of the military being diagnosed between 2000 and 2021 (3). For patients, their families, and communities, the consequences of TBI extend far beyond the event that caused injury. Acute and long-term sequelae of severe TBI include impaired motor function and diminished cognitive ability. In addition, behavioral changes, sleep-wake disturbances (4, 5), and psychiatric disorders often occur. These effects can result in chronic disability and possibly an increased risk for neurodegenerative disorders (4, 6, 7) with patients requiring a high degree of care. With the rising number of individuals sustaining severe TBI, understanding the molecular circuitry involved in both the acute and long-term sequelae are critically important to the health and productivity of these patients. Specifically, understanding the acute changes to brain function and behavior that take place immediately following TBI allow for future studies investigating how these translate to long-lasting outcomes.

Sleep complaints are highly prevalent in individuals with a history of TBI (8–11). Sleep disturbance, often in the form of insomnia, can be chronic and persist years after the initial TBI was sustained. However, acute changes in sleep have also been measured and reported in the clinical population following TBI (12). Commonly reported sleep disturbances following TBI include problems falling and remaining asleep, overall poor sleep quality, and early awakening (8). The fatigue following non-restorative sleep can severely impair day time functioning and affect mood (9). Chronic sleep disturbance can exacerbate psychiatric symptoms resulting from the TBI itself and has been significantly associated with increased anxiety (13) and suicidal ideation (14). In addition to insomnia, major sleep disorders have been reported in individuals with severe TBI, with diagnoses including insomnia, post-traumatic hypersomnia, delayed sleep phase syndrome, irregular sleep-wake pattern disorder, and periodic limb movement disorder (5, 8–11). Further, studies have identified alterations in vigilance states following TBI using EEG recording, including changes to rapid eye movement (REM) sleep, non-REM (NREM) sleep, and wakefulness following TBI in the clinical population (15).

A number of animal models of TBI have been developed to study TBI-related pathology (including sleep) that employ (1) weight drops from varying heights (16, 17), (2) exposure to blast overpressure (18), (3) controlled cortical impact (CCI) (19), (4) fluid percussion injury (20), and (5) penetration by ballistic projectiles (21–23). In a penetrating brain injury, a high velocity projectile penetrates the skull and forms a temporary cavity in the brain that may be several times the size of the projectile (23–27). Penetrating injuries can result from not only gunshot wounds but also from shrapnel released at high velocity from an explosive blast. While the number of studies of penetrating brain injuries has been limited, our group has established and extensively characterized an animal model of a non-fatal penetrating ballistic-like blast injury (PBBI) that produces symptoms similar to those observed in humans. We have observed blood brain barrier damage, edema, neuroinflammation, and cell death following PBBI in rodents (25, 26, 28, 29). In addition, our use of a rodent model has allowed for extensive functional and behavioral testing, which has revealed injury-related cognitive and motor impairments (29–31). The pathological changes in brain-wave activity have been extensively characterized in the PBBI model. Long-term continuous electroencephalography (cEEG) studies in PBBI-injured rodents have revealed periodic epileptiform discharges, increased slow-wave activity, and non-convulsive seizures, comparable to human TBI patients, that respond positively to early intervention with anti-epileptic therapeutics (32–36). While there has been thorough testing of emotional, cognitive, and EEG deficits following PBBI in rodents, to our knowledge no studies have characterized acute sleep-wake disturbances in this model.

We have previously reported epigenetic and transcriptional changes in a rodent model of mild TBI resulting from low-level repeated blast overpressure exposure (37, 38). Of particular relevance to our investigation of PBBI-related sleep disruption, we found blast-exposure dependent changes in DNA methylation and gene expression at various sleep-associated gene loci, including *Aanat, Homer1a, Nos1, Chrna3, Cacna1b*, and *Per3* (37, 38). To our knowledge, there have been no studies that have investigated transcriptome-wide changes in the cortex in response to PBBI specifically, but the studies discussed as well as our own have identified the brain's transcriptional machinery as a key component of the brain's response to traumatic injury that may be related to sleep disturbances following TBI. To build upon these findings, in this study we assessed acute changes in sleep-wake activity, a symptom often reported by TBI patients (39), and associated transcriptional changes in the cortex acutely following a well-established animal model of PBBI. The state of the art *in vivo* sleep recordings and next-generation sequencing approaches implemented in our study has allowed discovery of acutely appearing behavioral and molecular perturbations that may lay the groundwork for the neurologic and psychiatric symptoms following TBI in the clinical population.

## Methods

### Animals

Subjects included 12 adult male Sprague-Dawley rats (275–320 g, Charles River Labs, Raleigh, NC) that were randomized to PBBI (*n* = 6) or sham (*n* = 6) groups. Animals were maintained on a 12:12 light:dark cycle with lights on at 0,900 h (Zeitgeber time; ZT0) and off at 2,100 h (ZT12) for at least 2 weeks prior to surgery. All animals had access to food and water *ad libitum*. All animal housing, injury, and sleep-wake assessment procedures were performed at Walter Reed Army Institute of Research (WRAIR) in an American Association for Accreditation of Laboratory Animal Care International (AAALACi) accredited facility under an Institutional Animal Care and Use Committee (IACUC) approved protocol, in compliance with the Animal Welfare Act and other federal statutes and regulations relating to animals and experiments involving animals and adhered to principles stated in the Guide for the Care and Use of Laboratory Animals. For all surgical procedures, anesthesia was induced by 5% isoflurane and maintained at 2% isoflurane delivered in oxygen with a body temperature maintained at 37.0°C using a heating blanket (Harvard Apparatus, Holliston, MA). A schematic timeline of experimental procedures is presented in Figure 1A. A power analysis set to a desired power level of 0.8 with alpha level of 0.05 was conducted using SigmaPlot 13 (Systat Software Inc., San Jose, CA) to determine the group sample size. One sham rat was excluded after it prematurely detached the recording electrode prior to the experimental endpoint. Final cohort numbers were as follows: PBBI - 6, Sham - 5.

**Figure 1:**
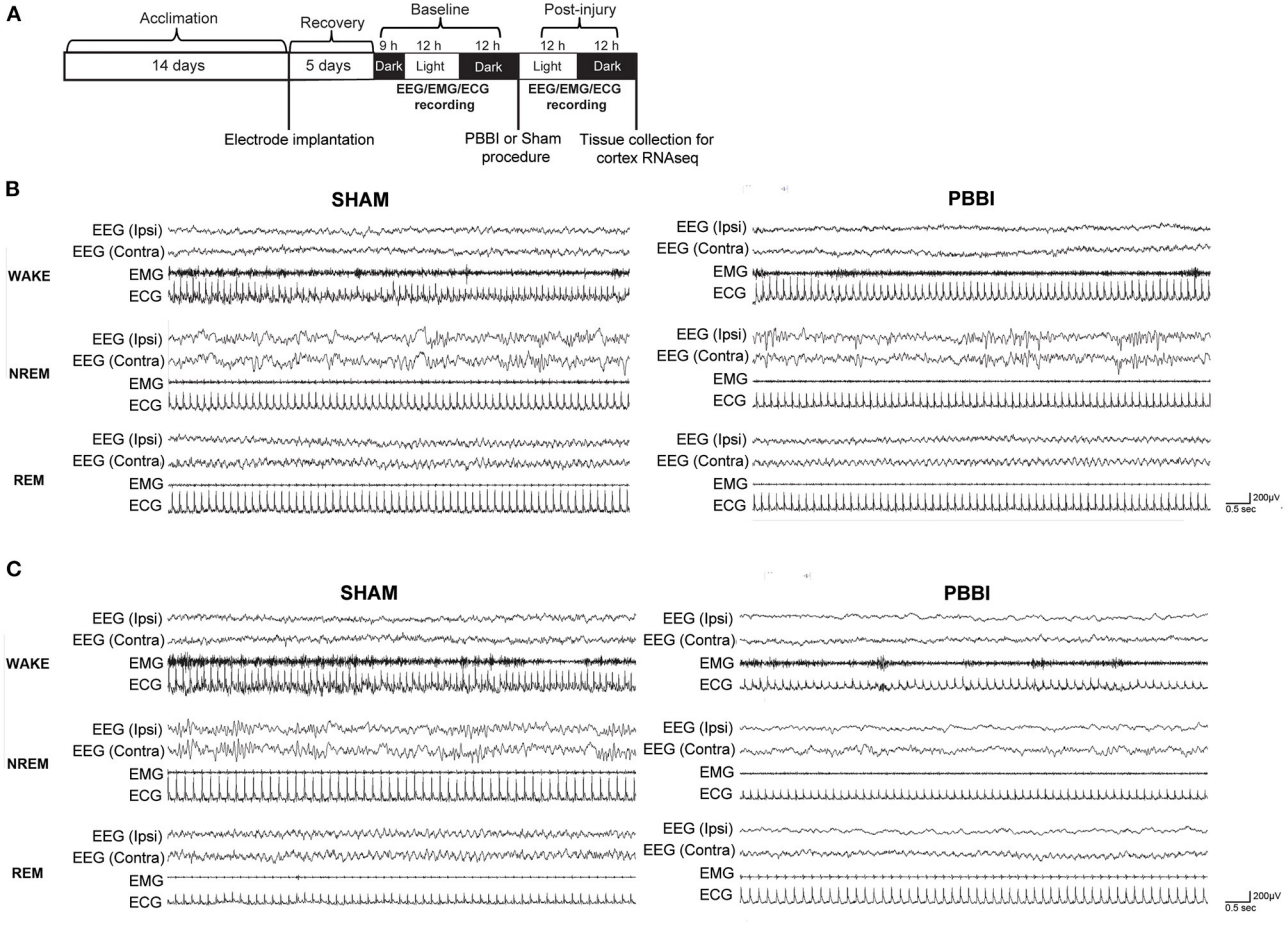
**(A)** Schematic of experimental timeline for EEG/EMG/ECG recording and molecular analysis. Representative recordings **(B)** pre-injury and **(C)** acute (<24 h) post-PBBI in sham and PBBI rats. PBBI was performed on the right (ipsilateral) side. Spectral tracings from all three vigilance states (wake, NREM, and REM) following PBBI demonstrated slightly attenuated voltages and reduced frequencies acutely over the ipsilateral cortex. No overt changes over the left (contralateral) cortex were detected. EMG and ECG tracings demonstrate muscle activity and heartbeat, respectively.

### EEG/EMG Electrode Implantation Surgery

Implantation surgeries were performed on groups of four animals per week to accommodate the availability of sleep monitoring cages. All surgeries were performed as Category E in order to mitigate analgesia-induced effects on sleep recordings. The electrode configuration for sleep recordings was modified from previously published cEEG recording methods (34–36). For sleep recordings, rats were anesthetized and surgically implanted with four stainless steel screws (0.3175 cm, Component Supply Company, Fort Mead, FL) through bilateral burr holes over the frontal and parietal skull regions (1 mm anterior and 4 mm posterior to bregma, ±3.0 mm lateral to midline) in a stereotaxic frame. Two additional electrodes were implanted posterior to lambda over the transverse sinus to serve as reference and ground. Each screw was soldered to insulated stainless steel wire electrodes (Plastics One, 0.25 mm in diameter). The exposed skull screws and wires were secured in place with dental cement (Butler Schein, Dublin, OH). An additional set of leads was placed bilaterally in the nuchal muscles for EMG recording and one ECG electrode was placed over the upper left abdomen. The free end of each electrode wire was tunneled subcutaneously and soldered to a Dale multi-pin connector (March Electronics, West Hempstead, NY). Implantation surgeries took approximately 1 h to perform and rats were allowed to recover individually and acclimate in singly-housed Plexiglas monitoring cages for a minimum of 5 days before recording.

### Penetrating Ballistic Blast Injury (PBBI)

PBBI and sham surgeries were performed on groups of *n* = 4 animals per week to accommodate the availability of sleep monitoring cages. All surgeries were performed as Category E in order to mitigate analgesia-induced effects on sleep recordings. Following a recovery period of approximately 5 days after EEG/implantation, animals (*n* = 4) were removed from sleep monitoring cages and randomized and balanced between PBBI and sham groups. All surgeries were conducted on the same day in the early morning (between ZT23 and ZT0 – dark period) to ensure the shortest interval between surgery and the start of EEG/EMG data collection. PBBI animals received a right unilateral frontal PBBI as previously described (24, 31). This penetrating injury was a model of a shockwave with a ballistic component that created a brain cavity. Animals were anesthetized with 2% vapor isoflurane and positioned in a stereotaxic frame. To administer the PBBI, we employed a computer-controlled simulated ballistic injury device (Mitre Corp, McLean VA) with an attached custom-designed 20 G stainless steel tubular probe. Along one end of this probe were fixed holes covered by airtight elastic tubing. Following unilateral (right) frontal pole craniectomy (+4.5 mm anteroposterior, +2 mm medio-lateral from bregma), the probe was inserted at an angle of 50° from the vertical axis and 25° counter-clockwise from the anterior-posterior axis to a distance of 1.2 cm from the dural surface of the brain. An automated pulse-generator was used to quickly (<40 ms) inflate/deflate the elastic tubing into an elliptical balloon to a size roughly equal to 10% brain volume. The PBBI procedure took approximately 10 min to complete. Sham animals were subjected to identical procedures, including equal time under anesthesia, but without probe insertion.

### Sleep-Wake Assessment

Continuous EEG/EMG data were collected at WRAIR from animals individually housed in custom-designed (24 x 18 inch) Plexiglass recording chambers equipped with multichannel gold contact swivel communicators (Dragonfly Inc., Ridgeley, WV) for cEEG monitoring. A flexible shielded cable connected the swivel to the multipin connector on the rat skull to allow free movement of the animal for the duration of the experiment. The swivel commutator was interfaced with an EEG amplifier, and EEG/EMG/ECG signals were continuously monitored and recorded at a sampling frequency of 400 Hz using a computerized Grass Technologies LTM Monitoring amplifier and data acquisition system (Natus Neurology Incorporated - Grass Products, Warwick, RI). EEG and EMG signals were used to objectively classify 1 s epochs into vigilance states (wakefulness, slow-wave sleep, and REM sleep) using a computerized algorithm based on EEG and EMG amplitudes and frequencies as well as the probability that the subject will transition from a given stage to another (Neuroscore 3.0 software, Data Sciences International, St Paul, MN) by investigators blinded to experimental groups. The sleep score for a given 10 s period was based on the summary of 1 s epochs. Epochs were assigned to a specific vigilance state when <50% of the epoch fulfilled the criteria for a sleep stage. Continuous recordings were conducted for 33 h pre-injury (baseline) and subsequently for 24 h post-Injury or sham procedure.

Wakefulness periods were characterized by fast, low voltage unsynchronized EEGs associated with high voltage EMG (muscle tone). NREM sleep (Slow-wave sleep, SWS) was characterized by high voltage, low frequency EEG associated with low amplitude EMG. REM sleep was defined on the basis of low voltage unsynchronized EEG activity in the theta range (6–9 Hz) associated with low voltage EMG and absence of activity. Data could not be obtained while rats were undergoing experimental manipulations.

The time spent in vigilance states (minutes/hour) was calculated for 33 h baseline and 24 h post-injury recordings. For individual sleep metrics, all 10 s epochs were summed into 60 or 720-min bins, differentiated between light and dark periods, and group-averaged to examine the amount of time spent in vigilance states of wake, NREM, and REM sleep. Polysomnograms of each hemisphere (contralateral and ipsilateral to injury) were scored separately. Sleep-wake parameters used in these analyses included duration in vigilance states, bout analysis (number and duration), sleep state transitions, Wake after sleep onset, WASO (defined duration of wakefulness after initial sleep onset), and latency (onset) to NREM or REM sleep (defined as the time interval to the first six consecutive NREM or REM 10 s epochs), and duration of sleep/wake states.

To assess changes in spectral power between sham and PBBI rats, quantitative EEG relative power spectra from ipsilateral and contralateral cortical electrodes were computed for 10 s epochs during 24 h periods during baseline and post-injury/sham procedure from 0.5 to 24 Hz using a Fast Fourier transform (FFT) with a Hamming window and overlap ratio of 0.5. Total power Fast Fourier transforms (FFT) were calculated in 10 s epoch using Neuroscore software with 256 bin size and a Hann (cosine-bell) data window using spectral data extracted from each epoch. Epochs with software-identified artifacts were excluded. FFTs were sorted by vigilance state and hemisphere and average EEG power data were displayed according to the following power bands: delta (0.5–4 Hz), theta (5–8 Hz), alpha (9–12 Hz), sigma (13–16 Hz), and beta (17–24 Hz). Data for each subject were expressed as a percentage of baseline. One PBBI animal was excluded from REM period qEEG analysis, as it did not exhibit post-injury REM sleep.

Descriptive statistics were averaged within experimental groups and expressed as mean ± SEM in defined time intervals. Statistical analysis of differences in sleep parameters and changes in power spectra were determined by repeated two-way analysis of variance (ANOVA) or two-way ANOVA when appropriate followed by a Bonferroni correction for multiple comparisons using SigmaPlot 13 (Systat Software Inc., San Jose, CA) and GraphPad Prism 6 (GraphPad Software, La Jolla, CA). A P ≤ 0.05 was considered statistically significant.

### RNA Isolation

After completion of the EEG/EMG recordings, animals were sacrificed. Brains were harvested, underwent sectioning (40), and cortical tissue samples were stored in a −80°C freezer. DNA and RNA were isolated simultaneously from tissue samples using the Zymo ZR-Duet™ DNA/RNA MiniPrep (Zymo Research Group, Irvine, CA) as per the manufacturer's instructions, and stored in −80°C freezer till further processing.

### Transcriptional Profiling via RNA-seq

RNA-sequencing and analysis were performed at the NY Genome Center. RNA sequencing libraries were prepared using the KAPA Stranded RNA-Seq Kit with RiboErase (Kapa Biosystems) in accordance with the manufacturer's instructions and sequenced on an Illumina HiSeq2500 sequencer (v4 chemistry) using 2 x 50 bp cycles.

Alignment was done with STAR 2.4.2a (41). STAR index was made using splice junction annotation database for guidance, both genome sequence and annotation files of Ensembl Rnor 6.0. Quantification of gene expression was done using featureCounts 1.4.3-p1 (42) with Ensembl Rnor 6.0 annotation.

Differential expression analyses looking at the effect of injury and sleep stage duration were performed with the Bioconductor package DESeq2 (version 1.14.1) (43). The analysis was performed for each side of the brain separately. DESeq2 allows for tests of differential expression by use of negative binomial generalized linear models. Dispersion estimates and logarithmic fold changes incorporate data-driven prior distributions. In addition to using DESeq2 to identify changes in gene expression dependent on injury status, we also used DESeq2 to identify genes with expression correlated with total time spent in each sleep stage regardless of injury: for each sleep measurement (wakefulness, NREM, and REM sleep), we tested for differential expression between samples using the sleep measurement as a covariate in the design model. Multiple-test corrected *p*-values (adjusted p) were used to identify differentially expressed genes. In addition, DESeq2 provided transformations for count data that stabilized variance across the mean. The regularized-logarithm transformation (rlog) gave results similar to the standard log2 transformation of normalized counts for those genes with high counts. For lower count genes, the rlog transformation shrank values toward, the gene's averages across all samples. An empirical Bayesian prior was used on sample differences in the form of a ridge penalty such that the rlog-transformed data neared homoscedasticity, allowing for direct determination of distances between samples. To explore the relationship between sleep parameters and gene expression in both brain hemispheres, correlation coefficients were correlated with total REM duration, total NREM, and total wake. Directionality of the correlation between transcription and sleep are indicated as +corr (positive correlation) or –corr (negative correlation) (see Figure 8). Pathway analysis was performed with StringDB and by Ingenuity Pathway Analysis software (IPA®, Qiagen, Redwood City, www.qiagen.com/ingenuity).

## Results

### Alterations in Sleep Architecture Associated With PBBI

Bilateral recordings from Sham and PBBI-injured groups were collected and scored into the three vigilance states of wakefulness, NREM, and REM sleep. Prior to injury, EEG recordings from both hemispheres were qualitatively similar in all vigilance states in both Sham and PBBI groups (Figure 1B). Visual inspection of post-injury recordings suggested PBBI rats exhibited an acute attenuation of EEG signal amplitude and reductions in EEG frequencies, which were more salient over the ipsilateral (injured) hemisphere compared to baseline recordings (Figure 1C).

Quantitative sleep-wake staging indicated significant differences in sleep architecture between experimental cohorts across a number of sleep parameters–representative hypnograms for injured and sham animals are shown in Figure 2A. Prior to injury, both cohorts showed similar baseline sleep architecture across both hemispheres: animals displayed light-dependent rhythmic changes which oscillated between sleep-wake states in accordance with light and dark phases (Figures 2B, 3; Supplementary Table 1); however, within 2 h post-injury, PBBI rats displayed significant decreases in wakefulness which were most salient at 11, 12, and 14 h post-injury (Figures 2B,C).

**Figure 2:**
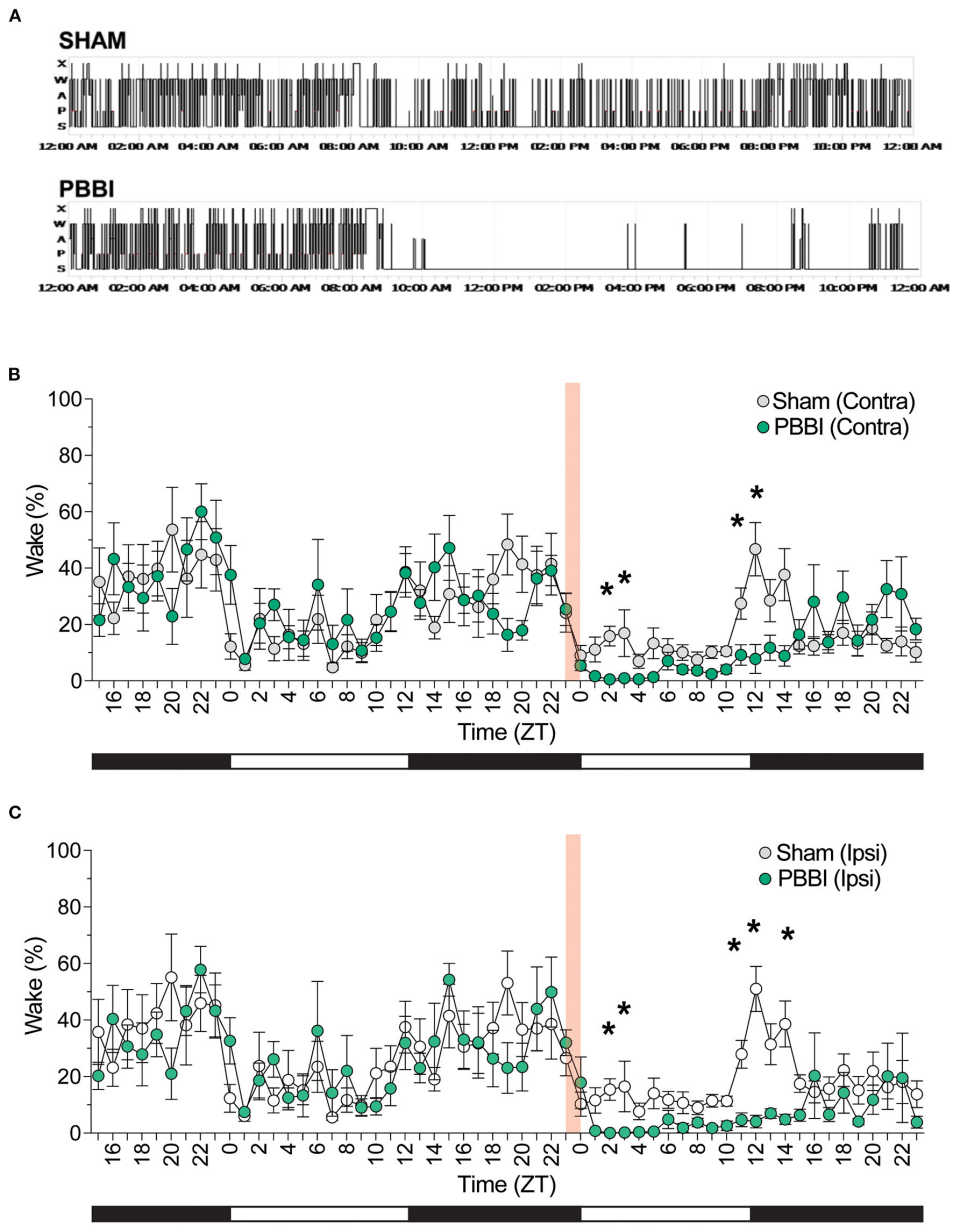
PBBI-induced acute alterations in sleep–wake architecture. **(A)** Representative hypnograms (24 h) of sham and injured rats during baseline through 12 h post-injury. **(B)** Sleep was analyzed for 33 h prior to injury and EEG recordings were scored into vigilance states and grouped in 1 h bins showing for **(B)** contralateral and **(C)** ipsilateral hemispheres of injured rats and sham animals. Red shaded block denotes time of injury. Shaded and unshaded bars indicate dark and light periods of activity. All data are depicted as the mean ± SEM. Comparison between PBBI and sham performed by repeated measures two-way ANOVA with Bonferroni *post-hoc* test. *N* = 6 PBBI/ 5 sham. Significant changes were more prevalent on the ipsilateral side (*p < 0.05).

**Figure 3:**
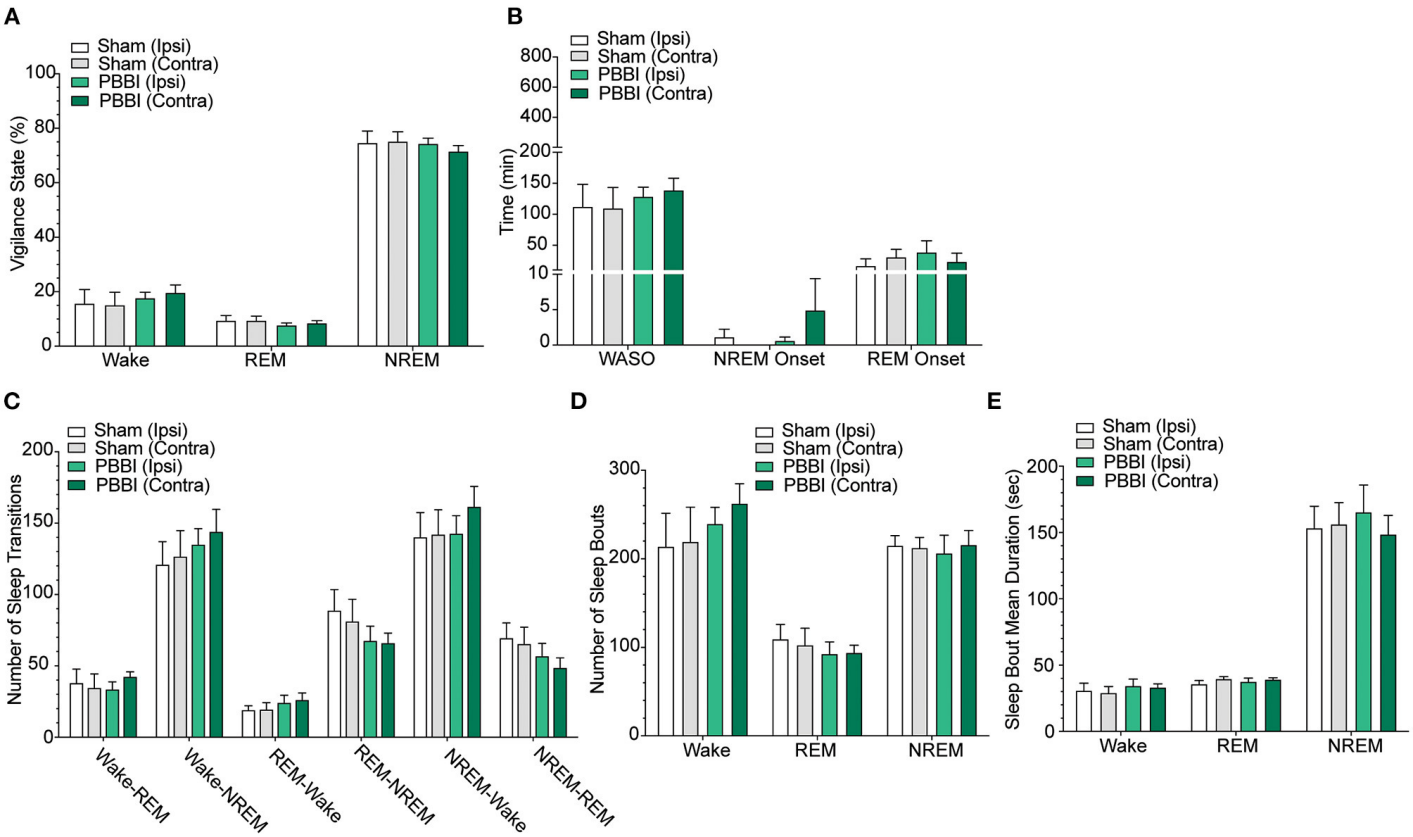
Sleep parameters for contralateral and ipsilateral hemispheres in sham and PBBI animals in the light pre-injury baseline phase. Time spent in each vigilance state was collapsed over 12 h bins during baseline recordings and compared between hemispheres and injury groups. There were no significant differences between hemisphere and injury groups across **(A)** vigilance states, **(B)** sleep parameters, **(C)** quantity of sleep stage transitions, **(D)** number of sleep stage bouts, **(E)** mean bout duration. Time spent in each vigilance state was collapsed over 12h bins and compared between hemispheres and injury groups. *N* = 6 PBBI / 5 sham. All data are depicted as the mean ± SEM. WASO = wake after sleep onset.

In order to characterize post-injury sleep changes, we assessed vigilance stages and sleep parameters during both light and dark phases. Importantly, baseline pre-injury sleep metrics were not significantly different between PBBI and sham cohorts (Figures 3A–E; Supplementary Table 1). In contrast, PBBI rats displayed significant changes across multiple sleep metrics during both light and dark periods. During the light phase, PBBI rats showed an increased sleep propensity with increases in NREM sleep and concomitant reductions in wakefulness, REM sleep, WASO and delayed REM onset (Figures 4A,B; Supplementary Table 2). Significant changes were more salient on the injured side. Since TBI can alter the capacity to sustain wakefulness, we evaluated changes in the number of sleep transitions and bouts between sleep stages throughout the sleep-wake cycle. During the post-injury light phase, PBBI rats showed significantly fewer sleep transitions between all three vigilance states (Figure 4C; Supplementary Table 2). Reductions in sleep transitions were accompanied by significantly fewer bouts of wakefulness and REM sleep, compared to sham counterparts (Figure 4D; Supplementary Table 2). Although PBBI rats did not display significant differences in the number of NREM sleep bouts, the average duration in injured animals was over 4 times longer than those detected in sham animals, and was evident only in recordings from the injured side (Figure 4E; Supplementary Table 2). Analysis of sleep parameters during the subsequent dark (active) phase, showed similar sleep architecture changes in PBBI rats: increases in NREM sleep, decreased wakefulness, fewer sleep stage transitions, fewer sleep bouts, and increased NREM bout durations, which were more evident from recordings on the injured side (Figures 5A-E; Supplementary Table 3).

**Figure 4:**
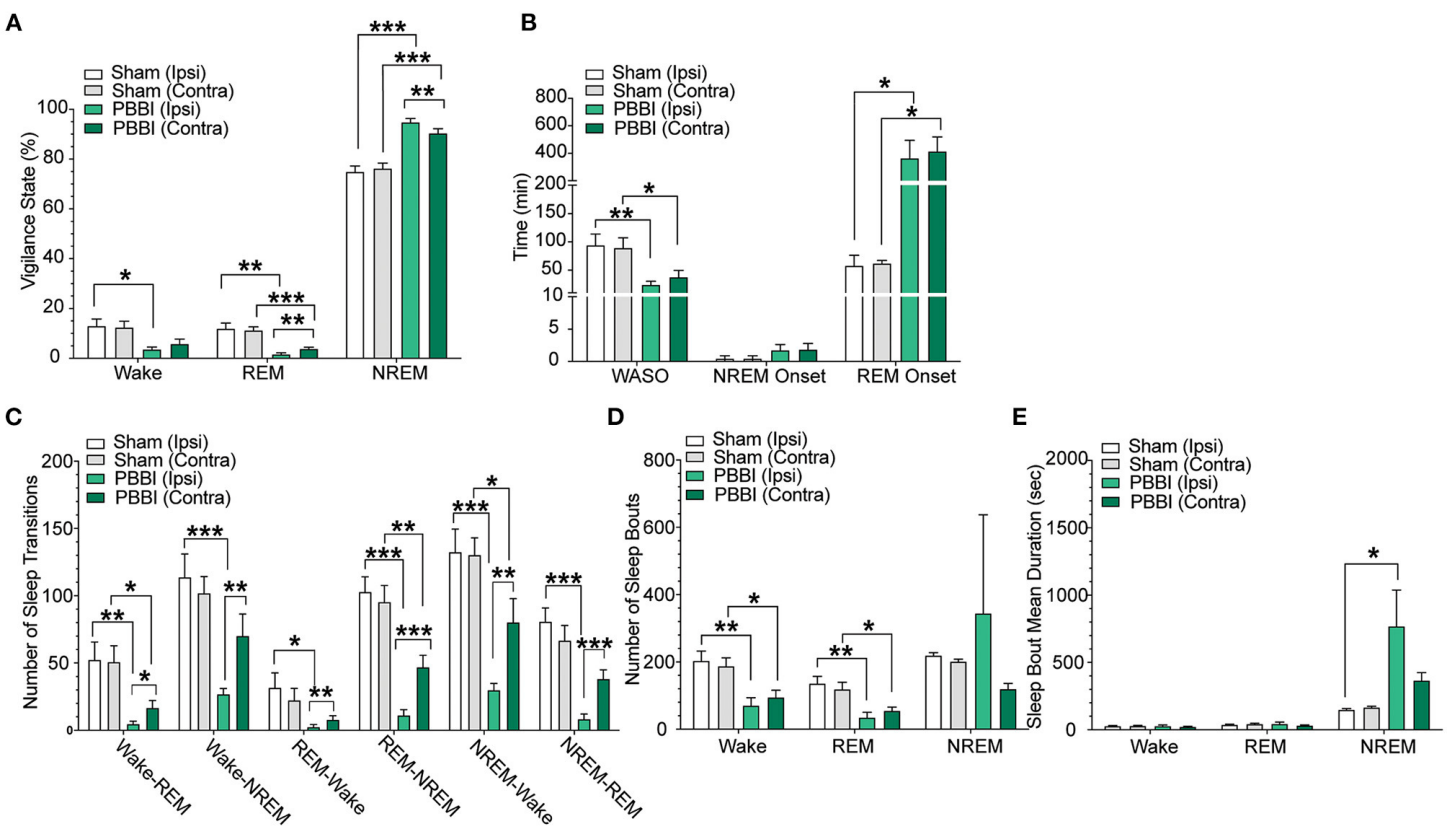
Sleep parameters for contralateral and ipsilateral hemispheres in sham and PBBI animals in the light phase during the acute post-injury period. Time spent in each vigilance state was collapsed over 12 h bins and compared between hemispheres and injury groups. **(A)** PBBI rats showed significant increases in NREM sleep with accompanying decreases in REM sleep, **(B)** shorter periods of wake after sleep onset (WASO), **(C)** fewer sleep stage transitions, **(D)** fewer sleep stage bouts, and **(E)** increased mean bout duration during NREM sleep (ipsilateral side only). Significant changes were more prevalent on the ipsilateral side. N=6 PBBI / 5 sham. All data are depicted as the mean ± SEM. WASO: wake after sleep onset (***p < 0.001, **p < 0.01, *p < 0.05).

**Figure 5:**
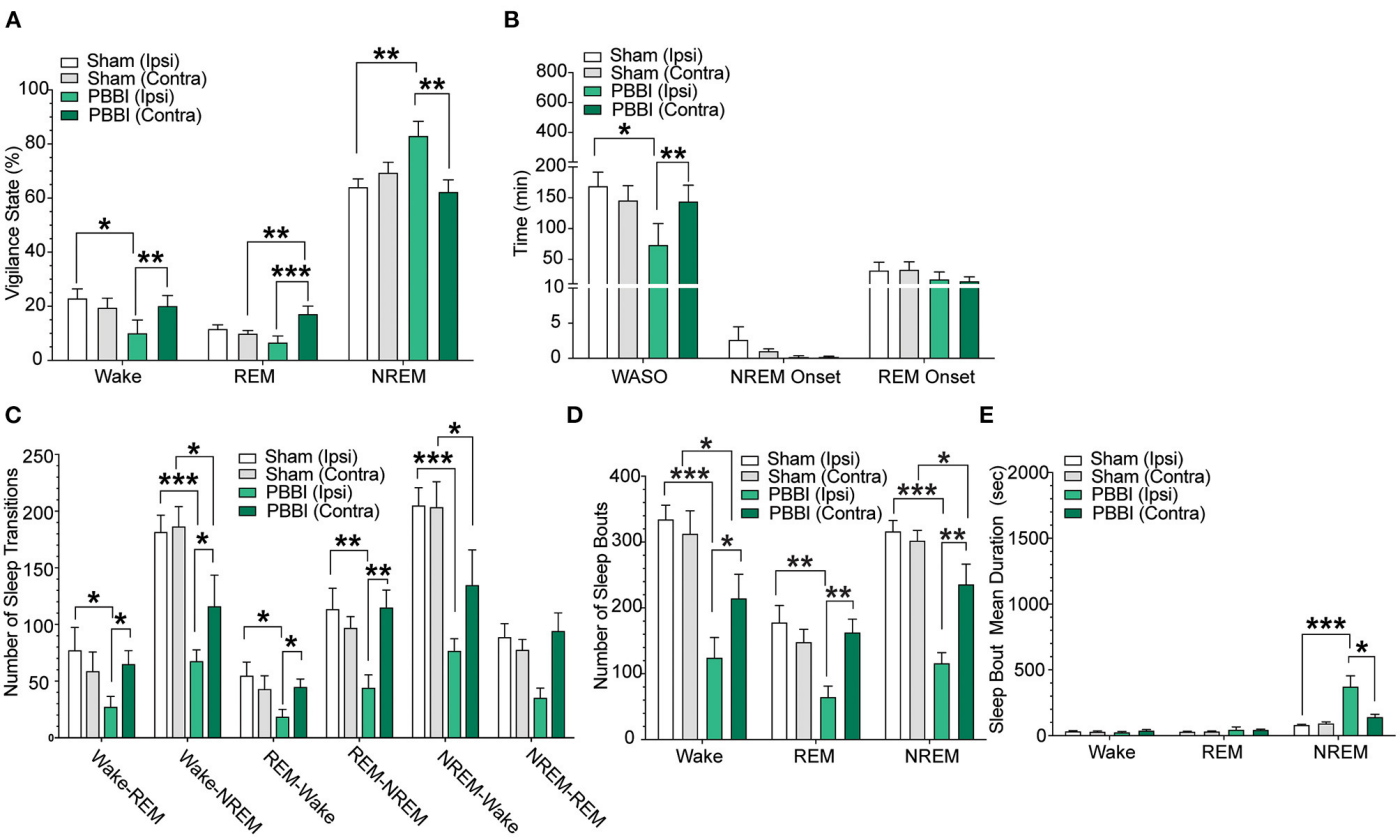
Sleep parameters for contralateral and ipsilateral hemispheres in sham and PBBI animals in the dark phase during the acute post-injury period. Time spent in each vigilance state was collapsed over 12 h bins and compared between hemispheres and injury groups. **(A)** PBBI rats showed significant increases in NREM sleep on the ipsilateral hemisphere only. **(B)** WASO, NREM onset, and REM onset were not significantly different between sham and injury groups. PBBI rats showed significant decreases in the number of **(C)** sleep transitions and **(D)** sleep bouts and increased NREM mean bout duration **(E)**. Significant changes were more prevalent on the ipsilateral side. N=6 PBBI / 5 sham. All data are depicted as the mean ± SEM. WASO = wake after sleep onset (***p < 0.001, **p < 0.01, *p < 0.05).

In order to examine the quality of NREM and REM sleep following brain injury, we assessed post-injury spectral changes in both hemispheres. During periods of wakefulness and NREM sleep, PBBI rats showed significant decreases in higher frequency bands (alpha through beta) and trended toward increases in delta power compared to sham. Notably, these differences were only detected in cEEG recordings from the injured side. Sham rats did not show significant inter-hemispheric differences in power spectra across multiple frequency bands during all three vigilance states (delta, theta, alpha, sigma, and beta). Spectral analysis during periods of REM sleep was not significantly different between groups (Figures 6A-C; Supplementary Table 4).

**Figure 6:**
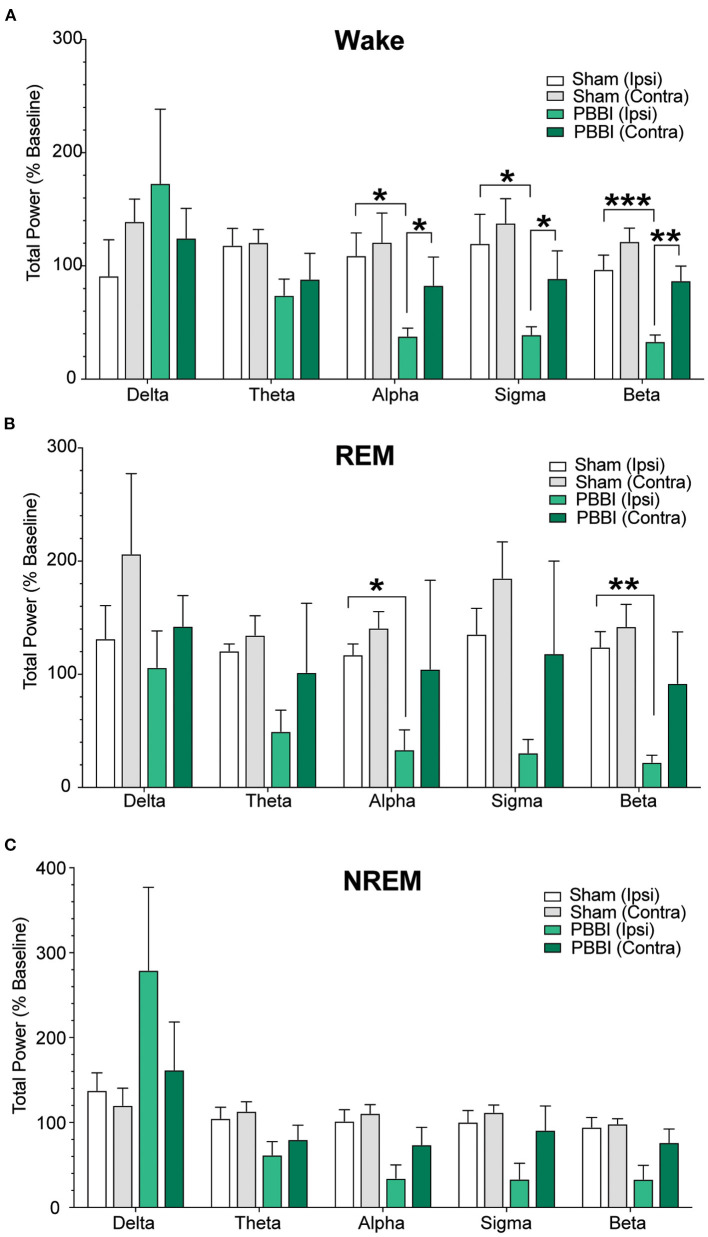
Comparison of relative total power between PBBI and sham animals. Power data were extracted from baseline and post-injury periods from both hemispheres and binned into frequency bands and sorted according to vigilance states: **(A)** wake, **(B)** REM, and **(C)** NREM sleep. PBBI rats showed significant reductions in relative power at higher frequencies with trends toward increased delta power. N = 5 PBBI / 5 sham. All data are depicted as the percentage of baseline mean ± SEM (***p < 0.001, **p < 0.01, *p < 0.05).

### Gene Expression Changes Associated With PBBI

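Cortical tissue was taken from the ipsilateral and contralateral hemispheres of 11 rats, 6 with PBBI and 5 with sham surgery, 24 h after the procedure, which gave 22 libraries. The paper gives a recovery of about 5 days between electrode implantation and surgery, and the sample labels give 2 to 3 days. Stranded libraries depleted of ribosomal RNA were sequenced from both ends. The authors aligned the reads with STAR to the Ensembl Rnor 6.0 genome and counted them on genes with featureCounts, and they deposited the raw counts without normalization for 32545 Ensembl gene identifiers. Total counts per sample were between 58567420 and 63412426 in the ipsilateral PBBI samples and between 42085341 and 60757358 in the ipsilateral sham samples. Contralaterally they were between 55912129 and 62939241 in PBBI and between 48658467 and 61682289 in sham. The deposited counts carry no gene names, and 1822 identifiers could be named from Supplementary Tables 5 and 6. PBBI was compared with sham in each hemisphere separately with the quasi-likelihood test of edgeR after TMM normalization and its default filter on low counts, with Benjamini-Hochberg adjustment and an adjusted p of 0.05 or less. Values per group are given as TMM-normalized CPM, which scales counts to library size, with the SD over rats. In simulated data built from the ipsilateral counts, the same test recovered 171 of 200 genes changed by 2 on the log2 scale, with 5 false calls among 176. The simulated counts held no outlying sample, and genes of like abundance shared the same spread, so these numbers are not error rates for the data.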

To identify differentially expressed genes following PBBI in the rodent cortex, we used next-generation RNA sequencing in cortical tissue from the hemispheres ipsilateral and contralateral to injury, due to the widespread effects of the PBBI across brain hemispheres (33). In the hemisphere ipsilateral to injury, gene expression profiling identified 1,755 differentially expressed genes between PBBI and sham groups (B-H corrected *p* ≤ 0.05; Supplementary Table 5). Of those, 1,339 had significantly increased expression while 436 genes were downregulated after injury compared to sham (Figure 7A). 

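In the ipsilateral hemisphere, 753 of the 16104 genes tested differed between PBBI and sham rats at an adjusted p of 0.05 or less, and 2724 had an unadjusted p under 0.05 (5000 without PBBI rat 85). The number depended on the test and on single samples. DESeq2 with its normal prior on fold changes, as in the paper's methods, gave 1678 genes, of which 750 were among the 753. Among the planned settings, limma voom with sample quality weights moved the number most, with 5014 genes. Leaving out 1 sample at a time gave between 316 genes (without sham rat 91) and 2186 genes (without PBBI rat 85), and 739 of the 753 were past the threshold without rat 85. That sample lay at 200.1 on the first principal component of the ipsilateral samples, which held 49.8% of the variance, and its mean correlation with the other PBBI samples was 0.835.

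**Figure D1:**
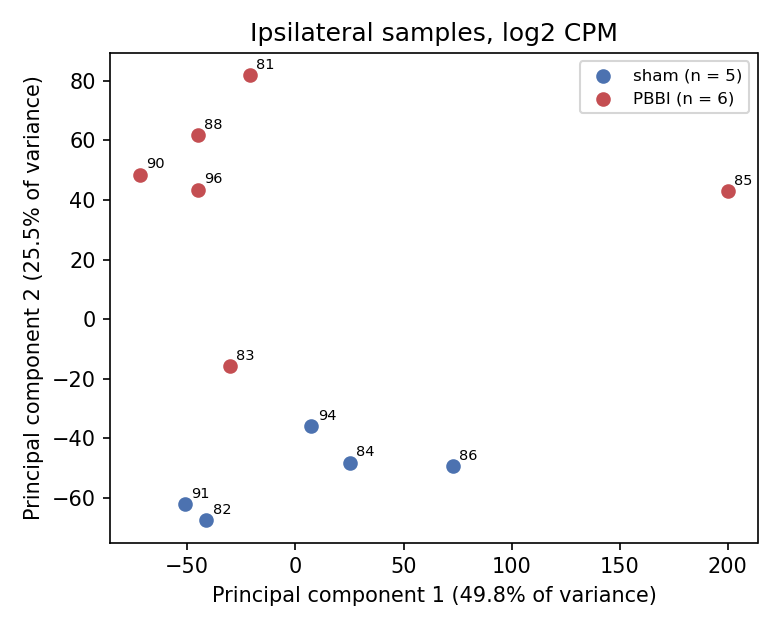
Scores of the 11 ipsilateral samples on the first and second principal components of log2 CPM, with the percent of variance on each axis. Each point is 1 rat, labelled with its number and coloured by group, and PBBI rat 85 lies at 200.1 on the first component.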

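Of the 753 genes, 659 were higher and 94 lower in PBBI rats, and every 1 of them had an absolute log2 fold change above 0.5. Without PBBI rat 85 the numbers were 1361 higher and 825 lower, and without PBBI rat 83 they were 860 and 298. The other 9 fits that each left out 1 rat gave 301 to 445 higher and 15 to 36 lower, with 15 without PBBI rat 81, PBBI rat 88 or sham rat 91. In 421 of the 587 genes past the threshold with a mean log2 CPM of at least 1, all 6 PBBI rats lay on the same side of all 5 sham rats. Such a separation was seen in 759 of the 16104 genes tested (4.71%), and chance gives 0.433%. Among genes chosen by that separation and by fold change, Has1 (ENSRNOG00000010994) had 3.61 CPM ± 4.28 (SD, n = 6) in PBBI and 0.0271 ± 0.0273 (SD, n = 5) in sham, a log2 fold change of 6.86 (standard error 1.16, adjusted p = 0.00661 from edgeR). The identifier ENSRNOG00000010478, for which no name was found, had 149.6 CPM ± 243 in PBBI, with between 5.72 and 639 CPM per rat, and its adjusted p of 0.0329 from edgeR was past the threshold in 4 of the 11 fits that each left out 1 rat. Among the genes that fell, Ttpa (ENSRNOG00000007139) had 2.50 CPM ± 1.54 in PBBI and 10.4 ± 3.17 in sham, a log2 fold change of -2.05 (standard error 0.412, adjusted p = 0.0158 from edgeR), and was past the threshold in all 11 of those fits. The log2 fold changes of Slc22a3, Siglec5, Cyp4f4 and AABR07027243.1 were -1.85, -1.84, -1.85 and -2.81. Of these, Cyp4f4 and AABR07027243.1 passed in 2 of the 11 fits, Slc22a3 in 7 and Siglec5 in 10.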

Using Ingenuity Pathway Analysis (IPA) software, we identified enriched canonical pathways within our data for up- and downregulated genes (log2FC >0.5 and < -0.5, adj. *p* < 0.05). Within this analysis, IPA's knowledge base identified the top ten canonical pathways as mainly those involved in immune regulation, including granulocyte adhesion and diapedesis, TREM1 and IL-10 signalling, and neuroinflammation signalling (Figure 7B). Specifically, the majority of genes within the top ten pathways were upregulated genes (89%) while the rest (11%) were downregulated, demonstrating the strength of the transcriptomic signature of immune activation following PBBI.

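Over all genes that differed in the ipsilateral hemisphere, 87.5% were higher in PBBI rats. The share was 47.9% with limma voom and quality weights, where more genes were lower than higher. Of 95 genes listed for leukocyte adhesion, 42 could be named and 38 were tested, of which 29 were past the threshold with higher and 1 with lower expression in PBBI. For a list of TREM1 signaling, 17 of 27 tested genes were past the threshold, and for IL-10 signaling 16 of 21, all higher in PBBI. Adjusted over the list alone, all 38, 27 and 21 genes passed. These lists were written from general knowledge of the pathways and are not those of IPA. Only 44.2%, 45% and 40.4% of their genes could be named, through the paper's own tables of genes it called on these samples, so these numbers are not independent evidence and were not used in a set test. From the share of upregulated genes in its top pathways, the paper concludes that immune activation after PBBI had a strong transcriptomic signature.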

**Figure 7:**
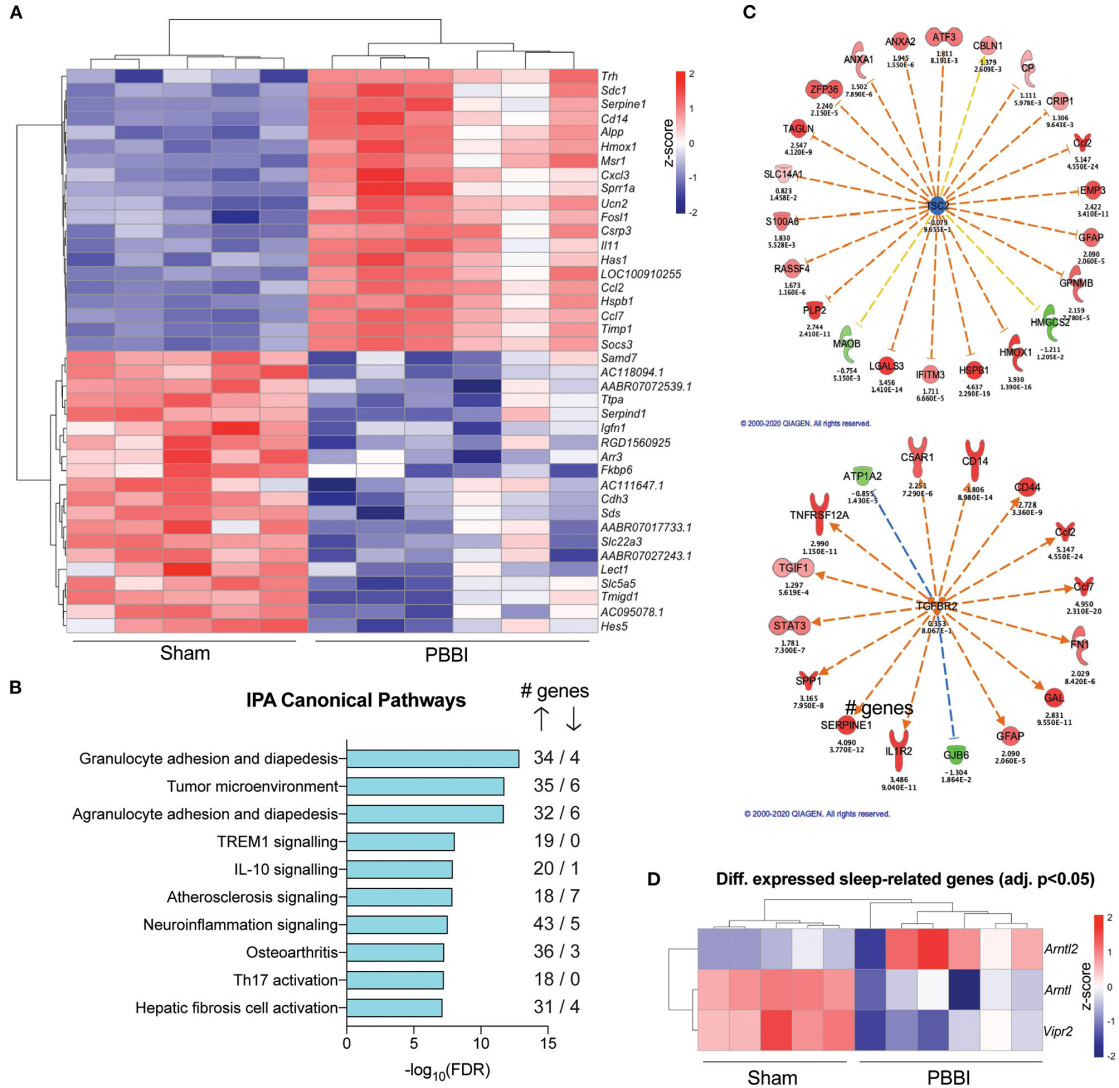
Effects of PBBI on transcriptomic networks for the injured hemisphere. **(A)** Top 20 (highest fold change in PBBI vs. sham) and bottom 20 (lowest fold change in PBBI vs. sham) genes that were differentially expressed between PBBI and sham in the ipsilateral hemisphere. Data are shown as z-scores for each individual subjects within each group and hierarchical clustering was performed. **(B)** Top ten canonical pathways identified using IPA in the ipsilateral hemisphere for PBBI vs. sham cortex. **(C)** Among the 1,755 differentially expressed genes within the injured cortex, there is significant enrichment of 2 upstream regulators, *TSC2* (left) and *TGFBR2* (right). Genes surrounding upstream regulators are as follows: Red molecule represents increased expression in PBBI vs. sham, while green represents decreased expression. Intensity of color represents amplitude of change. Orange dashed arrow represents predicted activation and blue dashed arrow represents predicted inhibition via the upstream regulator, while yellow dashed arrows represent inconsistent findings of activation using IPA's knowledge base. Significance is denoted by *p*-values below each downstream gene calculated by IPA. **(D)** Differentially expressed sleep-related genes in the ipsilateral hemisphere in PBBI rats vs. sham, shown as individual z-scores for each subjects within each group.

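The 22 genes drawn around TSC2 and the 16 around TGFBR2 in Figure 7C, 36 genes in all because Ccl2 and Gfap are in both, were compared between ipsilateral PBBI and sham samples. At an adjusted p of 0.05 or less over all genes tested, 29 of the 36 differed. Adjusted over the list alone, all 22 and all 16 passed, which is not independent evidence because the study chose them on these samples. Around TSC2, 16 of 22 genes passed, and the highest log2 fold change was 6.96 (Ccl2). Around TGFBR2, 15 of 16 passed, with a range from -1.53 (Gjb6) to 7.57 (Ccl7). The genes that did not pass over all genes tested included Cbln1, Maob, S100a6, Atf3 and Crip1 around TSC2, with adjusted p from edgeR between 0.0679 and 0.122, and Gjb6 around TGFBR2, with 0.12. Leaving out 1 rat at a time gave 25 to 32 of the 36. Tsc2 and Tgfbr2 themselves could not be paired with an identifier and were not analysed here.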

We also used IPA to ascertain upstream regulators of genes enriched in the PBBI group vs. sham and identified two main genes involved in downstream regulation of genes in the injured rat cortex: *Tuberous sclerosis complex 2 (Tsc2)* and *Transforming growth factor beta receptor 2 (Tgfbr2)*, both of which have been previously implicated in immune function and brain injury (44–46). 

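Of the 22 genes around TSC2, 20 were higher and 2 were lower in ipsilateral PBBI samples, and of the 16 around TGFBR2, 14 were higher and 2 were lower. Every direction was that of Supplementary Table 5. Gfap (ENSRNOG00000002919), in both sets, had a log2 fold change of 2.99 (standard error 0.449, adjusted p = 0.00407 from edgeR). The direction that the IPA knowledge base assigns to each gene under its regulator was not used here.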

19 out of 22 genes in our dataset have a directional change consistent with inhibition of *Tsc2*, while 16 out of 16 genes in our dataset have a measurement direction consistent with activation of *Tgfbr2* (Figure 7C).

As the focus of this study was linking transcriptional outcomes to sleep parameters in our rodent model of PBBI, we also identified several genes critical to maintaining circadian rhythmicity that were altered following PBBI in the ipsilateral hemisphere, including *Arntl* (*Bmal1*; log2FC=-0.651, adj. *p* = 0.001), *Arntl2* (*Bmal2*; log2FC = 1.749, *p* = 0.003), and *Vipr2* (log2FC=-1.23, *p* = 1.9e-05) (Figure 7D). 

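Arntl (ENSRNOG00000014448), which encodes the clock transcription factor BMAL1, had 26.1 CPM ± 5.28 (SD, n = 6) in ipsilateral PBBI samples and 42.0 ± 2.02 (SD, n = 5) in sham samples. Its log2 fold change was -0.69 (standard error 0.183, adjusted p = 0.0534 from edgeR), just above the threshold, and all 6 PBBI rats lay below every sham rat (two-sided exact permutation test, p = 0.00216, the smallest that 6 rats against 5 allow). Its paralog Arntl2 (ENSRNOG00000001830) had 2.01 CPM ± 1.61 in PBBI and 0.432 ± 0.136 in sham, a log2 fold change of 2.21 (standard error 0.664, adjusted p = 0.0858 from edgeR). It was above every sham rat in 5 of 6 PBBI rats and below every sham rat in rat 85 (two-sided exact permutation test, p = 0.0736). Vipr2 (ENSRNOG00000004317), which encodes a receptor for vasoactive intestinal peptide, had 1.24 CPM ± 0.412 in PBBI and 3.10 ± 0.73 in sham, a log2 fold change of -1.32 (standard error 0.309, adjusted p = 0.0305 from edgeR), with all 6 PBBI rats below every sham rat (two-sided exact permutation test, p = 0.00433). With each rat left out in turn, Vipr2 and Arntl passed in 2 of 11 fits, without PBBI rat 83 and without PBBI rat 85, and Arntl2 in 1, without PBBI rat 85, while their log2 fold changes stayed between -1.46 and -1.19, -0.74 and -0.59, and 1.76 and 2.46. With DESeq2 and its prior, all 3 passed. Adjusted over the list alone, all 3 passed in edgeR as well, which is not independent evidence because the study chose them on these samples. In contrasts of the injury effect between hemispheres, none of the 3 passed (adjusted p from edgeR 0.703 for Arntl, 0.424 for Arntl2 and 0.301 for Vipr2). Contralaterally, Arntl was also lower in PBBI, with a log2 fold change of -0.35 (two-sided exact permutation test, p = 0.013, adjusted p = 1 from edgeR), and 4 of 6 PBBI rats lay below every sham rat. The paper describes these genes as critical to circadian rhythmicity and altered after PBBI.

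**Figure D2:**
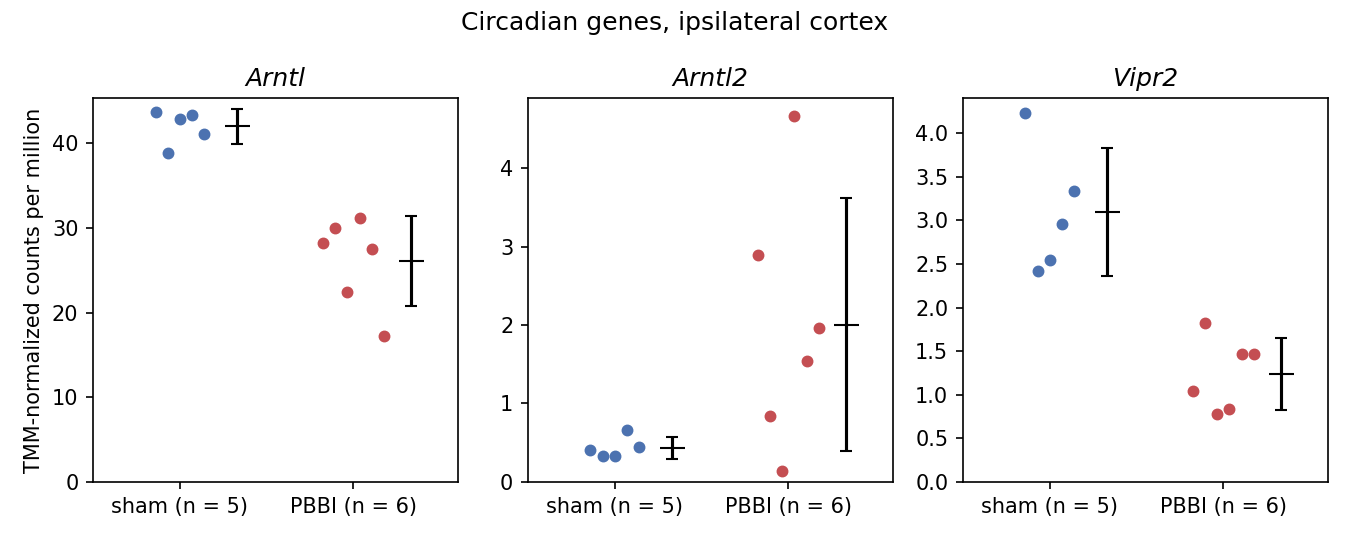
TMM-normalized CPM of Arntl, Arntl2 and Vipr2 in ipsilateral cortex. Each point is 1 rat and the black marks are the mean ± SD of the 5 sham and 6 PBBI rats. All 6 PBBI rats lie below every sham rat for Arntl and Vipr2, and 5 of 6 lie above every sham rat for Arntl2.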

Finally, we also confirmed that, as expected, there were no statistically significant differences in gene expression between PBBI (*n* = 6) and sham (*n* = 5) cortex in the hemisphere contralateral to injury.

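In the contralateral hemisphere, 0 of 15907 genes tested differed between PBBI and sham rats, with a smallest adjusted p of 0.967 from edgeR, and 366 had an unadjusted p under 0.05. That last number was 2119 with weighted voom and 274 to 1043 when 1 rat was left out, with 1043 without sham rat 91 and 824 without PBBI rat 85. In simulated data built from the contralateral counts, the test recovered 199 of 200 genes changed by 2 on the log2 scale. Smaller changes were not simulated, and genes of like abundance were given the same spread. This number therefore does not tell how many smaller or more variable changes the test would miss. DESeq2 without its prior gave 3 genes, limma voom with quality weights gave 1, and DESeq2 with the prior gave 0. The fits that each left out 1 rat gave 0, except that leaving out PBBI rat 96 gave 1 gene, Cd99l2. The 3 genes with the smallest p were Cd99l2 (ENSRNOG00000023841), Kng1l1 (ENSRNOG00000030387) and Samsn1 (ENSRNOG00000030930). Samsn1 had 1.00 CPM ± 0.248 (SD, n = 6) in PBBI and 0.438 ± 0.0777 (SD, n = 5) in sham, a log2 fold change of 1.18, and all 6 PBBI rats lay above every sham rat (two-sided exact permutation test, p = 0.00216). Kng1l1 also lay above every sham rat in all 6, and was at least 7.72-fold higher than a floor of 3 counts, which no sham sample exceeded. Cd99l2 had at most 1 count in any contralateral sham sample and between 24 and 72 counts in 5 of 6 PBBI samples, with 0 in rat 96. Genes listed as raised ipsilaterally were mostly higher in PBBI contralaterally too. Of the immune-related genes the paper names, all 7 tested were higher, and 4 passed adjustment over the list alone (1 without PBBI rat 81 or with weighted voom, 2 without sham rat 82, 86 or 91). In the upper block of Figure 7A all 15 tested were higher and 7 passed over that list alone, against 0 without sham rat 82, sham rat 86 or PBBI rat 88, 1 without PBBI rat 81, where 12 were higher, and 2 with weighted voom. Of the lower block 16 were tested, of which 12 were lower and 4 higher, with 1 at an unadjusted p under 0.05 and 0 past adjustment over the list alone. Around TSC2, 19 of 22 were higher, with 10 at an unadjusted p under 0.05 (6 without PBBI rat 81). Past adjustment over that list alone were 2, with 10 in DESeq2 with or without prior, 6 with RLE factors, 7 without a filter or with 10 counts in every sample, 4 with weighted voom, and between 0 (without PBBI rat 81 or 88 or sham rat 82, 84 or 86) and 8 (without PBBI rat 90) when 1 rat was left out. All 17 cell cycle genes tested were higher, while 1 was lower without PBBI rat 81 or 88 and 2 were lower with weighted voom. At an unadjusted p under 0.05 were 7 of the 17 (2 without PBBI rat 81, 3 without sham rat 86 or with weighted voom). Past adjustment over the list alone were 0 (6 without PBBI rat 85 or 90, in DESeq2 or with all 22 samples in the same fit, and 1 without PBBI rat 96). These lists were chosen or named through the ipsilateral samples of the same rats, so the counts are not independent evidence. The paper states that the contralateral hemisphere showed no significant differences.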

### Sleep-Associated Differential Gene Expression in the Cortex

Due to the dramatic changes in sleep architecture in injured animals, we then sought to determine if there were differentially expressed genes in the ipsilateral and contralateral hemisphere depending on time spent in each sleep stage for all animals (both PBBI and sham animals; significantly altered genes shown in Supplementary Table 6). Injury was included in the statistical model to eliminate effects of injury on gene expression and focus solely on sleep parameters. In the ipsilateral hemisphere, we identified no differentially expressed genes associated with wakefulness after multiple testing correction, but we identified one gene significantly upregulated with increased time in REM sleep in the injured hemisphere, *Slc6a3*. Additionally, we identified two genes downregulated when increased time was spent in NREM sleep, *Nkx2-1* and *Ntrk1* (Figure 8). 

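Slc6a3 (ENSRNOG00000017302), which encodes the dopamine transporter, had 359 counts (6.66 CPM) in the ipsilateral sample of sham rat 82 and between 0 and 6 counts in each of the other 10 ipsilateral samples. The contralateral sample of rat 82 had 4 counts, and the contralateral samples had at most 40. Its mean was 1.37 CPM ± 2.96 (SD, n = 5) in ipsilateral sham samples and 0.0334 ± 0.0323 (SD, n = 6) in PBBI (two-sided exact permutation test on log2 CPM, p = 0.225), and it was below the count filter of the edgeR fit. Sleep durations per rat were not used here, so the association with REM sleep was not recomputed. With 10 of 11 samples at 6 counts or fewer, the variation of Slc6a3 across rats rests on rat 82.

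**Figure D3:**
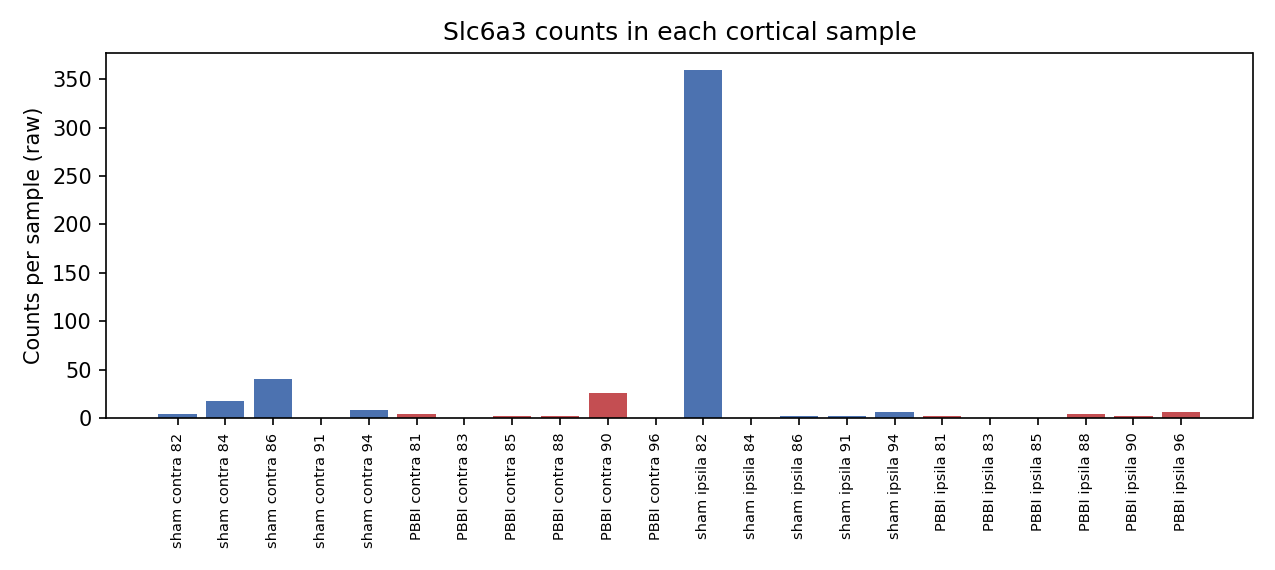
Raw counts of Slc6a3 in each of the 22 samples, with sham in blue and PBBI in red. The ipsilateral sample of sham rat 82 has 359 counts and no other sample has more than 40.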

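RT1-Db1, Srgn, Slfn2, Ifit3 and RT1-Da, which Figure 8 shows for wakefulness and NREM sleep on the contralateral side, were compared between PBBI and sham, since sleep durations per rat were not used here. None of the 5 differed between the contralateral groups, with 0 at an unadjusted p under 0.05. RT1-Db1 (ENSRNOG00000033215) had 4.10 CPM ± 1.38 (SD, n = 6) in PBBI and 2.90 ± 1.19 (SD, n = 5) in sham, a log2 fold change of 0.50 (standard error 0.325, two-sided exact permutation test, p = 0.165). The log2 fold changes of RT1-Da, Ifit3, Slfn2 and Srgn were 0.57, 0.26, 0.10 and -0.03, each smaller than 2 standard errors. The direction of RT1-Db1, RT1-Da, Ifit3 and Slfn2 reversed in limma voom with quality weights, and that of Slfn2 and Srgn in fits that left out 1 rat.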

For the hemisphere contralateral to injury, we identified two genes downregulated when increased time was spent in wakefulness and four genes upregulated when increased time was spent in NREM. Interestingly, we found 24 genes downregulated and 18 genes upregulated when increased time was spent in REM (Figure 8).

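Supplementary Table 6 lists 18 genes that rise and 26 that fall with REM sleep in the contralateral hemisphere. All 18 of the former had lower expression in contralateral PBBI than sham samples, with log2 fold changes between -1.45 and -0.38. Of these, 6 had an unadjusted p under 0.05 and 0 passed adjustment over all genes tested or over the list alone. These values depend on single rats. The median log2 fold change of the 18 was -0.71, and it was -0.35 with weighted voom, where 1 gene was higher, -0.37 without sham rat 82, where 2 were higher, and -0.45 without sham rat 94. Without either of these 2 rats 0 genes had an unadjusted p under 0.05. There was 1 without PBBI rat 88 or with all 22 samples in the same fit, 2 without PBBI rat 83 or 90 or with weighted voom, and 3 without PBBI rat 96. Without sham rat 91 there were 14, with 11 past adjustment over the list alone. Of the 25 tested genes that fall with REM sleep, 18 were higher and 7 lower in PBBI, with 1 at an unadjusted p under 0.05 and 0 past adjustment. Without sham rat 94 only 8 were higher and 17 lower. More were lower than higher without sham rat 82, sham rat 86 or PBBI rat 88 as well. With weighted voom 24 were higher and 1 lower, with 5 at an unadjusted p under 0.05 and 0 past adjustment over the list alone. With all 22 samples in the same fit 1 was past adjustment over the list alone. Without sham rat 91 all 25 were higher, with 14 at an unadjusted p under 0.05 and 3 past adjustment over the list alone. The largest change among them, for Kl (ENSRNOG00000001092), came from PBBI rat 88, with 39.7 CPM, and its log2 fold change was 4.90 with that sample and 0.58 without it. Within the contralateral samples, after subtraction of each group's mean, the mean pairwise correlation between genes was 0.776 for the 18 and 0.729 for the 25. Since the paper chose these genes by a common covariate, such correlations are not independent of that choice.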

**Figure 8:**
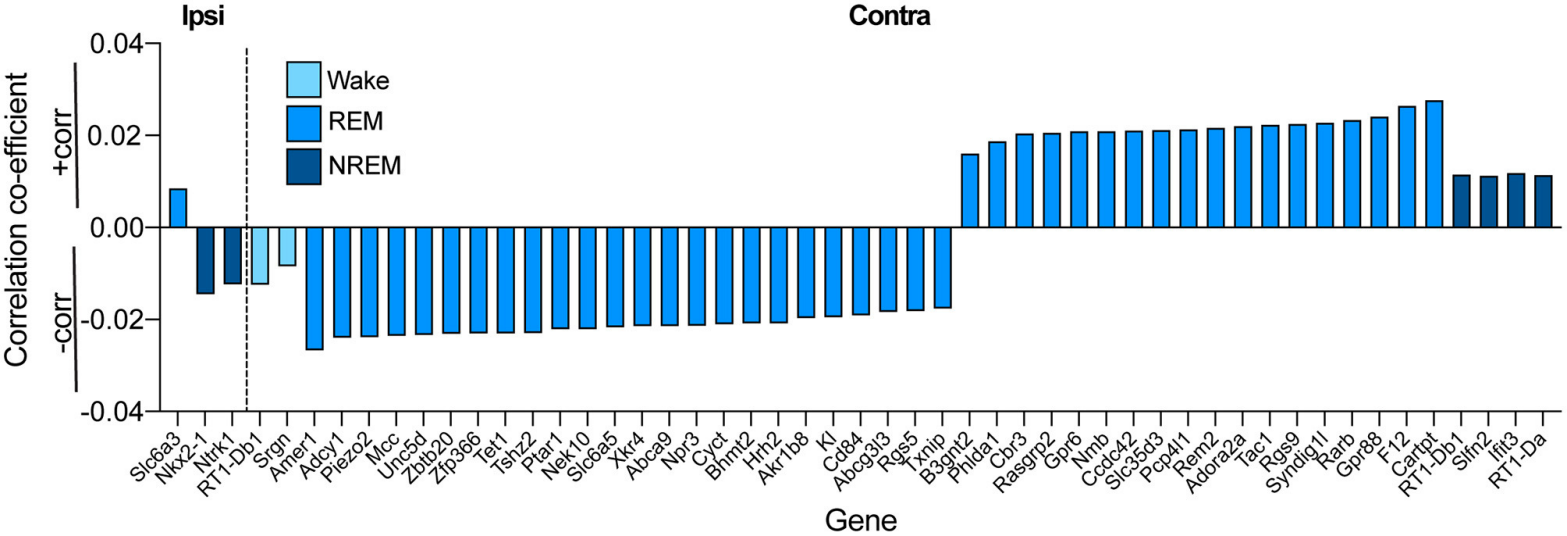
Association of time spent in sleep states vs. gene expression on the ipsilateral and contralateral sides of injury in both PBBI and sham cortex (conditions pooled together and injury was controlled for in statistical model) identified differentially expressed genes (adj. *p* < 0.05) associated with the three vigilance states examined. Directionality of the correlation between transcription and sleep are indicated as +corr (>0; positive correlation) or –corr (<0; negative correlation).

## Discussion

We show here that a rodent model of PBBI, a severe penetrating traumatic brain injury, was associated with acute changes in sleep architecture and transcriptomic outcomes in the adult cortex. These changes were observed in pathways not only related to injury response such as inflammation and apoptosis, but also affected genes that have been implicated in the regulation of circadian rhythmicity and sleep. 

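Sprr1a, Cxcl3, Timp1, Ucn2, Il11, Csrp3, Hspb1, Ccl7 and Ccl2 were compared between the ipsilateral hemispheres of 6 PBBI and 5 sham rats. Each was higher in PBBI at an adjusted p of 0.05 or less, with all 6 PBBI rats above every sham rat. Ccl2 (ENSRNOG00000007159), which encodes a monocyte chemokine, had 187.3 CPM ± 131 (SD, n = 6) in PBBI and 1.49 ± 1.39 (SD, n = 5) in sham, a log2 fold change of 6.96 (standard error 0.824, adjusted p = 0.0014 from edgeR). The change in Ccl2 was larger than in the contralateral hemisphere by 5.58 on the log2 scale (adjusted p = 0.0155 from edgeR's test of the difference). Ccl7 (ENSRNOG00000000239) had 51.4 CPM ± 41.4 in PBBI and 0.268 ± 0.118 in sham, with a log2 fold change of 7.57, and Hspb1 (ENSRNOG00000023546) had 309.1 ± 212 and 2.82 ± 0.609, with 6.77. The log2 fold changes of Cxcl3, Il11, Sprr1a and Timp1 were 6.41, 6.31, 5.87 and 5.37. Csrp3 and Ucn2 had at most 2 counts in any sham sample and were at least 22.2-fold and 26.0-fold higher in PBBI than a floor of 3 counts. Csrp3 was below the count filter in 5 of the 11 fits that each left out 1 rat and past the threshold in the other 6, and the other genes were past it in all 11. For Ccl2, PBBI rats ranged from 25.3 to 415 CPM. The paper states that this upregulation was massive and immune-related.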

Unsurprisingly, we found that PBBI was associated with a massive upregulation of immune-related genes in the injured cortical hemisphere, including *Sprr1a, Cxcl3, Serpine1, Timp1, Ucn2, Il11, Csrp3, Hspb1, Ccl7, and Ccl2*. This was expected due to the nature and severity of the PBBI injury, and previous work has likewise shown immense immune activation after TBI (47–49) and especially PBBI (25, 50, 51).

We also identified two main hub genes, *Tsc2* and *Tgfbr2*, which were related to large networks of immune signaling genes that were altered in PBBI. These hub genes have previously been implicated in brain trauma and sleep architecture. For example, *Tgfbr2*, which codes for the receptor for TGF-B, an important immune marker (45), was upregulated in the cortex in response to cryogenic brain injury (52) and in the hippocampus after controlled cortical impact (CCI) brain injury (44) in rodents. Further, humans with a mutation in *TGFBR2* exhibit Loeys Dietz syndrome, of which a main symptom is sleep apnea (53). The other hub gene, *Tsc2*, has also been linked to circadian abnormalities and sleep dysfunction related to overactivity of mTOR signaling induced by knockout of *Tsc2*, likely due to its interactions with *Bmal1*, a well-established circadian regulator gene that is essential for maintaining circadian rhythms (54, 55). While these hub genes have clearly been implicated in sleep-related disorders, we also identified some differentially expressed genes in the PBBI group that are critical to maintaining circadian rhythmicity. For example, *Arntl/Bmal1* forms a heterodimer with another circadian gene, *Clock*, and this heterodimer binds to an E-box element causing increased expression of other circadian genes (Per1, Per2, Cry1, and Cry2). Knockout of the *Bmal1* gene has been shown to result in circadian arrhythmicity (55), as previously discussed. We observed a transcriptional increase of the *Bmal1* paralog, *Bmal2*. It has been shown that in the absence of *Bmal1, Bmal2* is capable of rescuing the clock and metabolic phenotypes of *Bmal1*-knockout mice, including rhythmic locomotor activity, rhythmic metabolism, low body weight, and enhanced fat deposition cite (56). We also noted a decrease in *Vipr2* transcription, the receptor for the neuropeptide vasointestinal peptide. The Vip/cAMP signaling regulates the long-term firing rate of neurons of the circadian pacemaker located in suprachiasmatic nucleus (SCN) of the hypothalamus (57), possibly via fast delayed rectifier (FDR) potassium currents (58).

In addition to changes in gene regulation relating to sleep, we directly measured sleep architecture using EEG monitoring on the ipsilateral and contralateral side of PBBI. PBBI animals had considerably altered sleep architecture and spent more time in NREM and less time in REM sleep and in Wake than sham animals which was evident from recordings both hemispheres. Other groups have likewise found impairments in sleep architecture after other rodent TBI models (59–65) [For a comprehensive review, see (15)]. Our findings of increased NREM and decreased wakefulness are in line with previous studies which used other rodent models of TBI, including controlled cortical impact (CCI) (60) and lateral fluid percussion (61). Dramatic changes in REM sleep after TBI vary in different rodent TBI models. While some studies (59, 60) did not find dramatic changes in REM sleep, a recent study by Kinduru et al. (66) using a controlled cortical impact (CCI) model in mice showed ~50% reduction in REM sleep acutely following injury. This suggests that the dramatic decrease in REM sleep produced by PBBI may be specific to this severe model of TBI and not present in non-penetrating rodent models. We then linked time in each sleep state with transcriptional outcomes and identified differential regulation of various genes depending on duration of each sleep state. Specifically, two genes, *Nk2 homeobox 1* (*Nkx2-1)* and *Neurotrophic receptor tyrosine kinase 1* (*Ntrk1 or TrkA)*, were downregulated in the injured hemisphere with increasing time spent in NREM. Knockdown of *Nkx2-1* has previously been linked to neurodegeneration and impaired sleep quality (67, 68), and *Nkx2-1* expression is altered after immune activation (69). Our findings were also in line with multiple groups that have shown that *Ntrk1* (also known as *TrkA*) is crucial for proper sleep architecture (70), and additionally that *Ntrk1* and its ligand *NGF* are directly altered following rodent models of TBI (71). We also found that a significant increase in expression of *Slc6a3* in the injured hemisphere was associated with increased time in REM sleep. This gene, which codes for the dopamine transporter or DAT1, has been associated with sleep architecture in large-scale studies of human participants (72–75), such that functional polymorphisms of the *DAT1* gene affected sleep duration and neurophysiological markers of sleep homeostasis. Further, DAT1 knockout mice display decreased hippocampal theta rhythms during wakefulness and REM sleep (76). DAT1 and dopamine release itself have also been altered following rat models of TBI and clinical cases (77). Taken together, our findings suggest that multiple genes that have been associated with sleep architecture show direct correlation to time spent in the sleep stage after PBBI in the injured hemisphere. We did find multiple genes in the contralateral (uninjured) hemisphere that showed a significant link to time in each sleep stage, with an abundance of genes associated with time in REM sleep, suggesting that effects on sleep, especially REM, may be mediated by indirect changes of gene expression in the contralateral hemisphere as well, although further research will identify how this occurs.

While this study provides novel insights into sleep-related gene expression resulting from PBBI in rodents, there were limitations to the current study. Primarily, the current study employed a small sample size (*n* = 5-6/group), which likely limited the statistical power and extension of conclusions regarding injury-induced spectral changes and sleep architecture. Additionally, sleep profiling and tissue extraction was limited to the acute (24 h) post-injury period; the timeline for resolution of both sleep architecture and gene expression remains to be determined. Future studies with additional samples and time points would aid in further conclusions regarding sleep physiology and neural gene expression. It is also important to note the correlational nature of gene expression changes with sleep architecture in this study, motivating future research to identify causative mechanisms behind PBBI-induced sleep changes and changes to gene expression. The intriguing results of these initial data warrant a comprehensive longitudinal analysis of disruptions in sleep-wake architecture in the PBBI model, as long-term changes in sleep are a common complaint following TBI in the clinical population (12). Studies to determine sustained changes in post-injury vigilance states, modified injury-induced EEG spectra, and prolonged frequency shifts are currently ongoing. Additionally, studies are ongoing to ascertain the protracted relationship between sleep-wake changes, lesion progression, and changes in circadian gene regulation outlined in these studies.

These data, although small in scope, demonstrate that the physiological response to a severe traumatic brain injury, like PBBI, is associated with acute changes in gene transcription that are further linked to PBBI-associated changes in sleep architecture. While acute response pathways such as inflammation, autophagy, and apoptosis typically follow major trauma, injury can also result in chronic neurodegeneration and aberrant behavior and cognition. Furthermore, injury-related changes in sleep may further exacerbate these pathways with long term negative health outcomes. Novel treatment of TBI may need to reflect the long-term temporal dynamics of the mechanisms regulating the target genes identified in this study. Thus, subsequent work should longitudinally investigate how methylation and transcriptional changes within these pathways are maintained and also replicate current findings with additional animals.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE182360.

## Ethics Statement

The animal study was reviewed and approved by WRAIR IACUC. Material has been reviewed by the Walter Reed Army Institute of Research. There is no objection to its presentation and/or publication. The opinions or assertions contained herein are the private views of the author, and are not to be construed as official, or as reflecting true views of the Department of the Army or the Department of Defense. Research was conducted under an approved animal use protocol in an AAALAC International-accredited facility in compliance with the Animal Welfare Act and all other federal statutes and regulations relating to animals and experiments involving animals, and adheres to principles stated in the *Guide for Care and Use of Laboratory Animals*, NRC Publication, 2011 edition.

## Author Contributions

AM and DS designed the sleep experiments. MU performed tissue processing/RNA isolation. AM, WF, and JD carried out the injury model and sleep recordings and analysis. AM, ZW, YG, JB, and FH analyzed and interpreted RNAseq data and prepared the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported in part by the Veterans Affairs Office of Research and Development. FH is the recipient of a Research Career Scientist Award (#1IK6CX002074) from the United States Department of Veterans Affairs. FH research is supported by Veterans Affairs Merit Grants RX001705, CX001395, BX003794, and CX001728. This research was also supported by The Department of Defense, United States Army grant: H_014_2014_WRAIR.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

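Cortical RNA of 11 rats (6 PBBI, 5 sham) from the ipsilateral and contralateral hemispheres, 22 samples in all, was analysed from the counts the authors deposited. Samples were grouped by the injury, hemisphere and animal number in the sample labels, and the group sizes are those of the paper. Samples with the same number come from the 2 hemispheres of the same rat. The titles of both samples of rat 81 and of the contralateral sample of rat 82 hold PFC, where the others hold CC or CI. What this marks was not examined, and it was not entered in any fit. Results that change without rat 81 or rat 82 cannot be separated from it.

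The authors depleted ribosomal RNA, prepared stranded libraries, sequenced both ends of each fragment, aligned reads with STAR and counted them on the genes of Ensembl Rnor 6.0 with featureCounts. The values the authors deposited are raw counts, with no normalization and 1 column per sample. The paper's text does not state how strand or reads that align to several places were handled. Low counts were more often even than odd: between 60.8% and 69.6% of counts from 1 to 19 were even, depending on the sample, and a median of 945 genes per sample had 2 counts against 540.5 with 1. This was checked after the values were seen, and its cause was not tested. The paper names no molecular identifiers, so counts cannot be taken as independent molecules, and the floor of 3 counts used here covers counting error only. Genes at or under that floor in every sham sample are given as lower bounds.

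Of the 32545 gene identifiers, 23572 had counts. Names came only from Supplementary Tables 5 and 6, which pair 1822 of them, so genes the paper did not call mostly have no name here. A table of RefSeq genes of the later assembly GRCr8 holds no Ensembl identifiers and could pair none. No annotation of Rnor 6.0 was used here, and no coordinates are given.

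The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalization and the filter filterByExpr, with Benjamini-Hochberg adjustment and a threshold of 0.05. It was run on the 11 ipsilateral samples (16104 genes), the 11 contralateral samples (15907 genes), the interaction of injury and hemisphere over all 22 samples (16587 genes), and ipsilateral against contralateral within PBBI (15973 genes) and within sham (15747 genes). The standard error of a log2 fold change was its size divided by the square root of the test's F. Log2 CPM used a prior count of 2. Alternatives were DESeq2 1.42.0 with and without its normal prior, DESeq2's size factor method (RLE) in edgeR, no filter, at least 10 counts in every sample, limma 3.58.1 voom with sample quality weights, all 22 samples in the same fit, an absolute log2 fold change above 0.5, and leaving out each sample. These choices, the design and the rule for naming genes were fixed before the data were examined. Later additions were DESeq2 with its prior and weighted voom, each without the ipsilateral sample of PBBI rat 85, and voom without weights. The paper used DESeq2 1.14.1.

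Whether samples with the same number share more than their group was tested on deviations from the group mean across genes. The mean correlation with the samples of other rats was negative in each rat, but subtracting the group mean largely fixes that sign, so it is not evidence. The correlation between the 2 samples of a rat was between 0.246 and 0.758 in the 11 rats. A fit with the rat as a block (paired samples) was therefore run beside the unpaired comparisons of hemispheres, and gave 688 genes for the interaction against 54 unpaired.

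Tests were tried on simulated counts with 200 genes changed by 2 on the log2 scale. Ipsilaterally, edgeR recovered 171 genes with 2.84% false calls, DESeq2 184 with 19.3% and voom 154 with 2.53%. Contralaterally, edgeR recovered 199 with 2.45% false calls and DESeq2 199 with 12.7%. For the interaction, edgeR recovered 131, and 135 with the block.

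Genes named in the text are those the paper names, the 5 highest and 5 lowest fold changes among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between groups, the 3 smallest p contralaterally and the 5 smallest for the interaction. Single genes were also tested with a two-sided exact permutation test over the 462 splits of 11 rats.

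Planned set tests (camera and fry) on immune pathway and cell type lists, and the comparison of sleep-associated genes with marker lists, were not run. Fewer than 80% of the genes of most lists could be named, and those that could are mostly genes the paper called. Sleep durations per rat and the lists of IPA were not used here. Surgeries were done in weekly groups of rats, and the week of each rat was not used here, so it could not be entered as a batch.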

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

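Outliers were sought with Dixon's test in 90 groups of values, of which 10 had one, where chance gives about 1 in 20. The tests for rat 82, rat 83, Cd99l2, the contralateral sample of rat 85, the depth of sham rat 86, and a swap, an absent injury change or another tissue in the piece of rat 85 were chosen only after the result was seen.

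The ipsilateral sample of PBBI rat 85 stood apart from the other PBBI rats on 3 measures. It lay at 200.1 on the first principal component, its mean correlation with its own group was 0.8349, and counts were found on 18012 genes, against up to 19592 in the group. Its total of 62672856 counts was not low. Over the genes tested, leaving out its 10 most abundant genes moved that correlation from 0.824 to 0.823, and removing each sample's trend with gene length left it at 0.854, so neither accounts for it. Its deviation from sham was not a stronger form of the change in the other 5 PBBI rats, since across genes the correlation with that change was 0.0114, where the other PBBI rats had 0.323 to 0.677. Of the 1361 genes raised in the other 5 rats, 52.7% lay above every sham sample in rat 85, where 32.9% of all genes did. Of the 825 lowered genes only 25.5% lay below every sham sample, against 39% of all genes. Both sets were chosen against these same sham samples, so the shares over all genes are not those of a piece without the change. How much of the injury change the piece of rat 85 holds is thus not decided by these shares. A complete absence is argued against for Sprr1a, Cxcl3, Timp1, Ucn2, Il11, Csrp3, Hspb1, Ccl7 and Ccl2, which lay above every sham sample in rat 85 too. Ccl2 had 182.1 CPM there and at most 3.953 in a sham sample. The paper named these genes on samples that include rat 85. Arntl2, above every sham sample in the other 5 PBBI rats, lay below every one in rat 85. Compared with the mean of the other PBBI rats, 4939 genes were lower and 3587 higher by more than 1 on the log2 scale. At 1 CPM or more in all 21 other samples, 346 genes were over 8-fold lower in this sample than in the lowest of those, and no other sample had more than 1 such gene. Another tissue would also bring genes of its own, but 0 genes at 1 CPM or more lay over 8-fold above every other sample, where the contralateral sample of rat 88 had 17. Another region, whose genes the other pieces express as well, cannot be told apart by these counts, and marker genes mostly have no name here. A swap with another of the 22 samples is argued against, since its highest mean correlation with any of the 4 groups was 0.862 (sham ipsilateral), where each of the other 21 samples had 0.9327 or more with its own, and its contralateral sample had 0.954 with its group. It differed in parity as well: 62.7% of its counts from 20 to under 200 were even, against 56.0% to 59.9% in the other 21 samples. Apart from the injury change and another tissue in the piece, no biological explanation was tested.

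The contralateral sample of rat 85 lay apart from the other PBBI rats, at 63.2 on the first principal component of its hemisphere, where they lay between -36.9 and -8.63. Sham samples spanned that value, from -66.7 to 73.3. Its deviation correlated at 0.758 across genes with that of the ipsilateral sample, the highest of the 11 rats, so part of the difference may belong to the rat. Genes are not independent replicates. No biological explanation was tested.

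Slc6a3 was an outlier in the ipsilateral sample of sham rat 82, at 2.74 log2 CPM. Cells of another region in the piece could bring such counts, but Slc6a3 was the only gene (1) at 1 CPM or more and over 8-fold above every other sample. The limit of 8-fold replaced a lower one for rat 82 after the values were seen, so this number may depend on that choice. A small share of such cells cannot be told apart from other sources, because 1 sample excludes nothing and genes already expressed in cortex would hide a small share. Of 12 genes listed for midbrain dopamine cells, 3 could be named, too few for a test.

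Csrp3 was low in PBBI rat 83, at -2.46 log2 CPM, and highest among shams in rat 84, at -3.79, which rests on 2 counts. A weaker injury change in rat 83 may account for the former: of the genes raised in a fit without rat 83 and rat 81, 78.1% lay above every sham sample in rat 83 and 99.1% in rat 81. In the like fits without rat 83 and rats 88, 90 or 96, they were 77.6% against 99.8%, 71.8% against 96.3% and 68.5% against 94.2%. Rat 85 was no higher than rat 83 in its fit, with 48.7% against 49.4% of 1954 genes. Whether this reflects the lesion or the position of the piece was not tested.

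Cd99l2 was an outlier contralaterally in PBBI rat 96, at -4.85 log2 CPM with 0 counts, and in sham rat 82, at -4.25 with 1 count. More than 3 counts were found contralaterally in 5 rats and ipsilaterally in 4, all 4 of them among the 5 (two-sided exact Fisher test over 11 rats, p = 0.0152), and in 0 sham rats. A difference between rats, such as a variant or a gene copy, could give this, and so could an effect of PBBI in some rats, because all the rats with counts had PBBI. The design does not separate these.

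The ipsilateral sample of sham rat 86 had a total of 42085341 counts, below the other shams. With every ipsilateral sample drawn down to that total, 94.0% of the genes past the threshold were past it again, so its depth does not set the ipsilateral result.

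The injury effect differed between hemispheres in 54 genes, tested as an interaction. The difference (ipsilateral minus contralateral log2 fold change) was positive in 51 and negative in 3. With the rat as a block the number was 688, with 476 positive and 212 negative, and weighted voom gave 928 and 735. Leaving out 1 sample gave 4 to 336, with 4 without the ipsilateral sample of sham rat 84 or the contralateral sample of PBBI rat 90 and 336 without the ipsilateral sample of PBBI rat 83. The smallest p were for Il11, Ccl2, Ccl7, Emp1 and Plaur, with differences of 5.75, 5.58, 5.90, 2.28 and 3.56 on the log2 scale. Of 100 splits of the rats, only 1, the real split, gave as many genes.

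The paper does not compare the hemispheres of the PBBI rats directly. Between them 568 genes differed, 474 higher and 94 lower ipsilaterally, and of 32 swaps of the hemispheres within rats, 1, the real one, gave as many. The block gave 1681 genes, 1094 higher and 587 lower. Without 1 sample the number was 82 (without the contralateral sample of rat 96) to 1545 (without the ipsilateral sample of rat 85). Between the hemispheres of the sham rats 0 genes differed, with 47 at an unadjusted p under 0.05 (106 without the ipsilateral sample of rat 91, and 258 with the rat as a block), and all 16 of 16 swaps gave as many, where 16 swaps cannot give a share under 0.0625.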

How the results depend on the processing

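The sign of the ipsilateral change did not reverse in any of the 753 genes tested again under each setting, while the number past the threshold moved more than 1.5 times with the test and with single samples. DESeq2 without its prior gave 1698 genes (1340 higher, 358 lower), DESeq2 with it 1678 (1319 and 359), voom with quality weights 5014 (2401 and 2613), and all 22 samples in the same fit 1655 (1204 and 451). Across the 11 fits that each left out 1 sample, the numbers were 316 to 2186, with 301 to 1361 higher and 15 to 825 lower. Each of the 11 moved the total by more than 1.5 times. The lowest was without sham rat 91. The highest was without PBBI rat 85, and without PBBI rat 83 the number was 1158 (860 and 298). Of the settings chosen after seeing the data, DESeq2 with its prior without rat 85 gave 3471 (1968 and 1503), weighted voom without it 5497 (2664 and 2833), and voom without weights 559. RLE factors, no filter, 10 counts in every sample and an absolute log2 fold change above 0.5 gave 758, 672, 637 and 753. In simulated ipsilateral data DESeq2 without its prior made 19.3% false calls, against 2.84% for edgeR. Those data held no sample that stands apart like rat 85, and genes of like abundance shared the same spread. Weighted voom made 158 calls there and edgeR 176, against 5014 and 753 in the data. The simulation does not reproduce that gap, so it does not tell which calls in the data are false. Beyond these the cause was not tested.

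Contralaterally the number was 0 (366 at an unadjusted p under 0.05, and 274 to 1043 when leaving out 1 sample, the highest without sham rat 91), with 3 in DESeq2 without prior (Cd99l2, Kng1l1 and ENSRNOG00000021536), 1 in voom (Kng1l1) and 0 to 1 in the leave-one-out fits (Cd99l2 without PBBI rat 96). The interaction gave 54, with 357 in DESeq2, 1663 in voom, 688 with the block and 4 to 336 in the leave-one-out fits, where the extremes were without the ipsilateral sample of sham rat 84 or the contralateral one of PBBI rat 90, and without the ipsilateral one of PBBI rat 83. PBBI ipsilateral against contralateral gave 568, with 1595 in DESeq2, 3695 in voom, 1681 with the block and 82 to 1545 in the leave-one-out fits, without the contralateral sample of PBBI rat 96 and without the ipsilateral one of rat 85. The comparison of sham hemispheres gave 0 in each setting, 0 to 0 when leaving out 1 sample, with 47 at an unadjusted p under 0.05 (40 to 106 when leaving out 1 sample, the highest without the ipsilateral sample of sham rat 91, and 258 with the block, 290 in voom and 125 in DESeq2). The cause was not tested.

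Of the 36 genes around TSC2 and TGFBR2, 29 were past the threshold, 36 in DESeq2, 35 in voom, and 25 to 32 when leaving out 1 sample. Among the 4 named clock genes (Arntl, Arntl2, Npas2 and Vipr2), 1 passed, Vipr2, with 4 in DESeq2 with and without prior and in voom, and 0 to 4 across the leave-one-out fits: 4 without PBBI rat 85, 3 without PBBI rat 83 and 0 without any 1 of the other 9. The sleep-associated genes, each in the hemisphere the paper names, gave 0 in each of the 7 settings compared, 0 to 0 in the leave-one-out fits, and ipsilaterally 1 of the 25 that fall with REM sleep contralaterally was past the threshold. At an unadjusted p under 0.05 contralaterally were 6 of the 18 that rise (0 without sham rat 82 or 94, 1 without PBBI rat 88, 2 without PBBI rat 83 or 90, 3 without PBBI rat 96 and 14 without sham rat 91) and 1 of the 25 that fall (0 without PBBI rat 88, 14 without sham rat 91).

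Among the single genes compared across settings, no ipsilateral direction reversed. Contralaterally, Slfn2 (-0.27 in voom, -0.07 to 0.32 in the leave-one-out fits, with -0.0709 without sham rat 82 and -0.0045 without PBBI rat 85), RT1-Db1 (-0.12 in voom), Ifit3 (-0.45 in voom), RT1-Da (-0.20 in voom), Srgn (-0.14 to 0.12 in the leave-one-out fits, with 0.12 without sham rat 84, 0.06 without PBBI rat 90, 0.0088 without sham rat 94 and 0.022 without PBBI rat 96) and Amer1 (-0.00013 to 1.08 in the leave-one-out fits, the lowest without sham rat 94) changed sign, and none was past the threshold. The cause was not tested.

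The planned set tests were not run, because fewer than 80% of the genes of most lists have a name here. In lists above that, such as cell cycle genes (85%), the names come from genes the paper called on these samples, which leaves no fair test of the set.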

Differences from the paper's values

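The paper reports 1755 differentially expressed genes ipsilaterally, 1339 increased and 436 decreased, whose sum is not its total, and its Supplementary Table 5 holds 1774 genes, 1338 and 436. The values here were 753, 659 and 94. Of the alternatives set before the data were examined, DESeq2 with its prior (1678, 1319 and 359), DESeq2 without it (1698, 1340 and 358) and all 22 samples in the same fit (1655, 1204 and 451) gave totals and directions within 1.5 times of the paper's. Without PBBI rat 85 the total of 2186 and the 1361 increased genes were within that range and the 825 decreased genes were not, and without PBBI rat 83 only the 298 decreased genes were. RLE factors, no filter, 10 counts in every sample, voom with weights, the limit of 0.5 on the log2 fold change and the other leave-one-out fits did not close the gap. The paper's table holds 1730 genes with an absolute log2 fold change above 0.5, against 753 here.

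Of the 1774 genes in that table, 1638 were tested by edgeR, all in the direction of the table, and 739 were past the threshold. With DESeq2 and its prior, 1774 were tested and 1510 passed, with a correlation of 0.991 across genes between the log2 fold changes.

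For immune-related genes, the paper's table gives smaller log2 fold changes than edgeR. They were 4.07 against 5.87 for Sprr1a, 4.08 against 6.41 for Cxcl3, 4.10 against 5.37 for Timp1, 4.50 against 6.31 for Il11, 4.64 against 6.77 for Hspb1, 4.95 against 7.57 for Ccl7 and 5.15 against 6.96 for Ccl2, with the paper's value first. DESeq2 with its prior closed the gap for Sprr1a (3.87), Cxcl3 (3.84), Il11 (4.53) and Ccl2 (5.30), and not for Timp1 (4.54), Hspb1 (5.60) or Ccl7 (5.91), where a gap counts as closed within the larger of the 2 standard errors. The other planned settings did not. Of the settings chosen after seeing the data, DESeq2 with its prior without rat 85 closed it for Sprr1a (3.79), Il11 (4.07) and Ccl2 (4.60), and voom without weights for Sprr1a (4.76) and Il11 (5.67).

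The paper calls Arntl and Arntl2 altered ipsilaterally, where edgeR gave adjusted p of 0.0534 and 0.0858. DESeq2 with and without its prior, voom with weights, all 22 samples in the same fit and the fit without PBBI rat 85 called both, and the fit without PBBI rat 83 called Arntl. Chosen after seeing the values, DESeq2 with its prior and weighted voom, each without rat 85, called both as well. The paper reports no contralateral differences, and edgeR gave 0 genes (366 at an unadjusted p under 0.05, and 1043 without sham rat 91), while DESeq2 without prior called Cd99l2, Kng1l1 and ENSRNOG00000021536, voom with weights called Kng1l1 and the fit without PBBI rat 96 called Cd99l2. The paper's text counts 24 genes that fall with REM sleep contralaterally, and its Supplementary Table 6 lists 26. Its text counts 2 genes for wakefulness, and the table lists 3.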

Other observations

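The tests of the genes that rise and fall with REM sleep, each group apart, of the first principal component and of another tissue in the piece of rat 88 were chosen only after the result was seen.

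Ipsilaterally, of 100 splits of the 11 rats into 6 and 5, 3 gave at least 753 genes, the real one included. The others that did gave 1488 and 1093 genes, and 96 gave 0. With every ipsilateral sample drawn down to the smallest total, 728 genes passed, of which 708 were among the 753. After removal of each sample's trend with gene length 880 passed, of which 696 were among them. Contralaterally all 100 of 100 splits gave at least the 0 genes of the real one, with 366 genes at an unadjusted p under 0.05 in the real one (1043 without sham rat 91), and the others gave 2229, 310 and 1, while 96 gave 0.

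Kl, a gene that falls with REM sleep in Supplementary Table 6, had 39.7 CPM in the contralateral sample of PBBI rat 88. In that sample 17 genes, Kl and Bhmt2 included, were at 1 CPM or more and over 8-fold above every other sample, where no other sample had more than 2. This is consistent with cells of another tissue in the piece. Of 11 genes listed for choroid plexus, only 1, Kl, could be named, so the tissue was not tested.

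The genes that fall with REM sleep contralaterally vary together in both hemispheres. Their mean pairwise correlation across ipsilateral samples was 0.559, and 0.308 for the genes that rise, against a 95th percentile of 0.113 and 0.172 over 10000 random sets of the same size. Between hemispheres, after subtraction of group means, the mean score of the genes that fall had a Pearson correlation of 0.681 over 11 rats (permutation p = 0.00961, adjusted over 2 relations 0.0192) and a Spearman rho of 0.736 (permutation p = 0.0151, adjusted 0.0302), and 0.662 without rats 91 and 94. For the genes that rise it was -0.175 (permutation p = 0.586, adjusted 0.586; rho -0.191, permutation p = 0.605, adjusted 0.605), and -0.0235 without rats 91 and 82. With the first principal component of the contralateral samples, the genes that fall had 0.814 (permutation p = 0.00677, adjusted over 4 relations 0.0135; rho 0.664, permutation p = 0.0402, adjusted 0.0804) and 0.619 without rats 85 and 91, so that by rank it does not pass. The genes that rise had -0.457 (permutation p = 0.282, adjusted 0.282; rho -0.318, permutation p = 0.391, adjusted 0.521), and -0.153 without rats 85 and 91. With the ipsilateral component, the genes that fall had 0.917 (permutation p = 0.00031, adjusted 0.00124; rho 0.836, permutation p = 0.00048, adjusted 0.00192) and 0.826 without rats 85 and 86, and the genes that rise had -0.618 (permutation p = 0.075, adjusted 0.1; rho -0.191, permutation p = 0.594, adjusted 0.594), and 0.162 without rats 85 and 86. A difference between rats in both hemispheres, or the main axis of variation between samples, may thus carry part of the association of the falling genes with REM sleep. For the rising genes these values do not decide. Time in REM sleep per rat was not used here, so whether it follows this axis was not tested.

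The base means in Supplementary Table 6 for the 51 contralateral entries differ from the means of the deposited contralateral counts by at most 0.000327%. The ipsilateral entry for Slc6a3 in Supplementary Table 6 matches too, with 36.3678 there and 36.37 in the deposited ipsilateral samples. The base means in Supplementary Table 5 differ from the ipsilateral means by a median of 3.7% and at most 28.6%, and the cause was not identified. The 3 entries for NREM sleep in the ipsilateral hemisphere repeat the 3 for wakefulness in the contralateral hemisphere, and their base means are those of the contralateral samples (RT1-Db1 203.97 in the table, 204 in the contralateral samples and 430.9 in the ipsilateral samples).

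Npas2, a paralog of Clock that the paper does not discuss, had 36.8 CPM ± 12.8 (SD, n = 6) in ipsilateral PBBI samples and 69.3 ± 6.8 (SD, n = 5) in sham samples, with all 6 PBBI rats below every sham rat (two-sided exact permutation test, p = 0.00433). Its log2 fold change was -0.91 (standard error 0.244, adjusted p = 0.0541 from edgeR), and it passed in DESeq2.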
